# Genome-wide analyses of direct target genes of four rice NAC-domain transcription factors involved in drought tolerance

**DOI:** 10.1186/s12864-017-4367-1

**Published:** 2018-01-12

**Authors:** Pil Joong Chung, Harin Jung, Yang Do Choi, Ju-Kon Kim

**Keywords:** Drought tolerance, Genome-wide analysis, NAC transcription factors, *Oryza sativa*, RNA-Seq, ChIP-Seq

## Abstract

**Background:**

Plant stress responses and mechanisms determining tolerance are controlled by diverse sets of genes. Transcription factors (TFs) have been implicated in conferring drought tolerance under drought stress conditions, and the identification of their target genes can elucidate molecular regulatory networks that orchestrate tolerance mechanisms.

**Results:**

We generated transgenic rice plants overexpressing the 4 rice TFs, *OsNAC5, 6, 9,* and *10*, under the control of the root-specific *RCc3* promoter. We showed that they were tolerant to drought stress with reduced loss of grain yield under drought conditions compared with wild type plants. To understand the molecular mechanisms underlying this tolerance, we here performed chromatin immunoprecipitation (ChIP)-Seq and RNA-Seq analyses to identify the direct target genes of the OsNAC proteins using the *RCc3:6MYC-OsNAC* expressing roots. A total of 475 binding loci for the 4 OsNAC proteins were identified by cross-referencing their binding to promoter regions and the expression levels of the corresponding genes. The binding loci were distributed among the promoter regions of 391 target genes that were directly up-regulated by one of the OsNAC proteins in four *RCc3:6MYC-OsNAC* transgenic lines. Based on gene ontology (GO) analysis, the direct target genes were related to transmembrane/transporter activity, vesicle, plant hormones, carbohydrate metabolism, and TFs. The direct targets of each OsNAC range from 4.0–8.7% of the total number of up-regulated genes found in the RNA-Seq data sets. Thus, each OsNAC up-regulates a set of direct target genes that alter root system architecture in the *RCc3:OsNAC* plants to confer drought tolerance. Our results provide a valuable resource for functional dissection of the molecular mechanisms of drought tolerance.

**Conclusions:**

Many of the target genes, including transmembrane/transporter, vesicle related, auxin/hormone related, carbohydrate metabolic processes, and transcription factor genes, that are up-regulated by OsNACs act as the cellular components which would alter the root architectures of *RCc3:OsNAC*s for drought tolerance.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-017-4367-1) contains supplementary material, which is available to authorized users.

## Background

The global population is approximately 7.2 billion, but is projected to reach 9.7 billion by 2050 [1]. In order to feed this growing population, it is estimated that current the annual crop production of 2 billion tons will need to double within this time frame. Plants are constantly exposed to environmental stresses, such as drought, salt, flooding, and high temperatures, which cause severe losses of crop yield. Drought stress, in particular, adversely affects plant growth, membrane integrity, osmotic adjustments, water relations, photosynthetic activity and grain yield [2]. New innovative approaches are need to develop genetically engineered crops that are tolerant to drought stress conditions. Accordingly, an understanding of the molecular and cellular responses to drought stress is a prerequisite for the identification of key regulators that can be used to produce such crops [3–5].

Molecular and genomic analyses have revealed many drought-inducible transcription factors (TFs) that regulate the expression of stress-inducible downstream genes [6, 7]. These include TFs belonging to the AP2/ERF, MYB, bZIP and NAC families. TFs are regulators that bind to *cis*-regulatory sequences in the promoter and/or enhancer elements of target genes to activate or inactivate their expression [8]. NAC [no apical meristem (NAM), *Arabidopsis thaliana* transcription activation factor (ATAF1/2) and cup shaped cotyledon (CUC2)] domain containing genes constitutes one of the largest plant-specific TF families in both *A. thaliana* and rice [9, 10]. NAC TFs have been shown to play a role in diverse processes involving shoot apical meristem development, embryogenesis, lateral root development [11–13], plant defense mechanisms, senescence [14], and abiotic stress responses [15]. It is estimated that 2408 genes encode TF or TF-like proteins in rice (*Oryza sativa*), based on the Plant Transcription Factor Database v3.0 (http://planttfdb.cbi.pku.edu.cn). Among these, rice has 170 putative OsNAC genes, based on sequence analysis (Plant Transcription Factor Database, http://planttfdb.cbi.pku.edu.cn/), of which 41 and 29 are induced and repressed, respectively, in leaves of reproductive stage under drought stress conditions [16]. However, only a few of these genes have been functionally characterized in the context of drought tolerance, although it is known that they are often functionally redundant [17, 18]. Despite their important function in modulating drought tolerance, little is known about the molecular mechanisms associated with OsNAC TFs and their target genes [19].

In *A. thaliana*, some of the NAC TF direct targets have been identified [20]. Ohashi-Ito et al. (2010) reported that VND6 (VASCULAR-RELATED NAC-DOMAIN6) is a direct regulator of *XCP1 (XYLEM CYSTEINE PROTEASE1),* and that IRX5/*CESA4 (IRREGULARXYLEM5/CELLULOSE SYNTHASE)* is involved in plant cell death and secondary wall formation [21]. In addition, the *A. thaliana* NAC TF, VNI2 (VND INTERACTING2) regulates leaf longevity under environmental stress conditions through direct binding to the promoters of the *COR* (*COLD-REGULATED*) and *RD* (*RESPONSIVE TO DEHYDRATION*) genes [22].

Chromatin immunoprecipitation (ChIP) can be used as a genome-wide approach to verify in vivo interactions between TF proteins and genomic DNA under physiological conditions, and to estimate the density of TF binding at specific loci [23]. Recently, both RNA-Seq and ChIP-Seq technologies have been widely used to measure the transcript levels of TFs and to obtain information about genome-wide binding sites, respectively [24]. Such approaches can provide insights into changes in protein association with regulatory regions of genes in response to environmental clues, and can help connect those changes with the transcription patterns of target genes.

Previously, we demonstrated that root-specific overexpression of each of four TF genes, OsNAC5, 6, 9, and 10, significantly enhanced drought tolerance, leading to high grain yield under field-drought conditions [25, 29–31]. The common phenotypic characteristics of each OsNAC overexpressing transgenic rice showed a change in root architecture. In particular, enlarged stele and aerenchyma (OsNAC5, OsNAC6 and OsNAC9), and enlarged stele, cortex, and epidermis (OsNAC10) can explain the altered root architecture, including root number and root diameter, and ultimately conferring increased drought tolerance phenotype. In this study, we used genome-wide ChIP-Seq and RNA-Seq analyses to identify the direct target genes for four OsNAC TFs that have been reported to be involved in influencing root growth, leading to drought tolerance. Our results reveal the regulatory networks governed by OsNAC TFs that contribute to drought-tolerance mechanisms, providing a foundation for the development of drought tolerant crops.

## Methods

### Plasmid construction and rice transformation

To generate *RCc3:6MYC-OsNAC* rice lines, the coding sequence of OsNAC genes were amplified using PrimeSTAR DNA polymerase (TaKaRa, Tokyo, Japan) with the respective gene-specific forward and reverse primers. After enzyme digestion of the PCR products with *Bam*HI and *Not*I, the DNA fragment containing the coding sequence was then ligated into the multiple cloning site of the pE3n vector, which is flanked with a 6MYC tag coding sequence [32]. Finally, the 6MYC-OsNAC sequences from the pE3n-OsNAC was cloned into the p700-RCc3 vector carrying a 1.3 kb RCc3 (Os02g0662000) promoter sequence using the Gateway system (Invitrogen, Carlsbad, CA) [29], and the final vectors were named *RCc3:6MYC-OsNAC*. Transgenic plants were obtained by *Agrobacterium tumefaciens* (strain LBA4404)-mediated transformation of embryogenic rice callus (*Oryza sativa L. japonica* cv. Illmi), as previously described [33].

### Plant growth and sampling

*RCc3:6MYC-OsNAC* transgenic and non-transgenic (NT; *Oryza sativa L. japonica* cv. Illmi) seeds were germinated on MS (Murashige and Skoog) medium in the dark at 28 °C for 3 d (days) and transferred into light conditions for a half day. Seedlings were transplanted into the soil pots (4 × 4 × 6 cm; 3 plants per pot) and grown in a greenhouse (30 °C for 16 h for day/ 25 °C for 8 h for night cycle) under 60–80% humidity and 200-500 umol m^-2^ s^-1^ light intensity (37°32΄51.3”N 128°26΄26.6″E). Two weeks after transplanting to soil, the seedlings were completely submerged in water in the greenhouse for 3 d, the roots were harvested, immediately frozen in liquid nitrogen and stored at −80 °C. The root tissues for RNA-Seq and ChIP-Seq were simultaneously prepared as independent biological replicates.

### Confirmation of expression of the OsNAC fused 6MYC protein using anti-MYC antibody

Proteins were extracted from the root samples with extraction buffer [50 mM Tris·HCl (pH 8.0), 150 mM NaCl, 5 mM EDTA, and 0.2% Triton X-100], and protein concentrations were determined using the Bradford method (Bio-Rad Laboratories, Inc., http://www.bio-rad.com). Protein extracts were then separated on 10% SDS-polyacrylamide gels and blotted onto a polyvinylidene difluoride (PVDF) membrane (Immobilon-P; Millipore Corporation, http://www.millipore.com). The immunoreactive proteins were detected using primary antibodies against c-MYC (#sc-789; Santa Cruz Biotechnology), and detected by chemiluminescence with Pierce Super Signal Substrate (Pierce, http://www.piercenet.com) in accordance with the manufacturer’s protocol.

### RNA-Seq

Total RNA was prepared from the root tissue of the *RCc3:6MYC-OsNAC* transgenic and NT rice plants using Trizol reagent (Invitrogen, Carlsbad, CA) and then purified with an RNeasy Mini Kit (Qiagen, Valencia, CA). Contaminating genomic DNA was removed by treating with DNase I (Invitrogen), according to the manufacturer’s instructions. Handling of the RNA-Seq library construction, next-generation sequencing (NGS) and DEG (Differential Expressed Gene) analysis was completed by MACROGEN Inc., Seoul, Korea (http://macrogen.com). Raw sequence reads were trimmed to remove adaptor sequences, contaminant DNA, and PCR duplicates, and those with a quality lower than Q20 were removed. All reads were assembled with TopHat software, using annotated genes from the rapdb database [http://rapdb.dna.affrc.go.jp; IRGSP (v 1.0)]. DEGs were defined by an expression change ≥2-fold with a *P* value <0.05. The entire sets of original RNA-Seq data have been deposited in the NCBI Gene Expression Omnibus under GEO Series number GSE102919.

### Quantitative real-time PCR qRT-PCR

To validate the results of the RNA-Seq analysis, total 23 genes, representing up-regulated, unchanged, and down-regulated, were selected from the DEGs (differentially expressed genes) in the RNA-Seq analysis (*P* value < 0.05). RNA isolated from the roots of NT, OsNAC5, 6, 9, and 10 transgenic rice lines was used for cDNA synthesis and qRT-PCR, using gene specific primers. The primers were designed to amplify 120–200 bp amplicons with a T_m_ at 60 °C. First-strand cDNA was synthesized from 1.0 μg of total RNA primed with oligo-dT using Superscript III (Invitrogen). qRT-PCR was performed using a Stratagene Mx3000P DNA analyzer (Agilent Technologies) with the Solg™ 2x real-time PCR smart mix with evagreen (Solgent, Seoul, Korea) for signal detection. To normalize the total amount of cDNA present in each reaction, a housekeeping gene encoding ubiquitin (Os06g0681400) was co-amplified. Primer sequences are listed in Additional file 1: Table S8. Values are the means ± SD (standard deviation) of three independnet experiments.

### Chromatin immunoprecipitation (ChIP) and ChIP-Seq

Nuclei-enriched fractions were partially purified from rice roots as previously described with slight modifications [26]. *RCc3:OsNACs* and NT rice seedlings grown in soil were hydroponically adapted in water for 3 d and cross-linked with 1% formaldehyde by vacuum infiltration for 15 min. Cross-linking was stopped by the addition of a final concentration of 125 mM glycine and vacuum infiltrating for 10 min. After washing the plants in cold water, the roots were excised, frozen in liquid nitrogen and stored at −80 °C.

Chromatin from the nuclei-enriched fractions was fragmented to an average size of approximately 100–200 bp by 15 cycles of sonication (30 s each) in 15 mL falcon tubes using a Bioruptor UCD-200 sonicator (Diagenode, USA). To determine the concentration of sheared genomic DNA, an aliquot (50 μL) of chromatin solution with 200 μL of elution buffer (1% SDS and 0.1 mM NaHCO_3_) was used to reverse the cross-linking of the chromatin fractions, and the eluent was mixed with NaCl to a final concentration of 0.3 M, then incubated at 65 °C for 6 h. After reversal of the cross-links, the resulting sheared DNA was purified using the QIAquick PCR purification kit (Qiagen 28,106) and was quantified using NANO drop.

For the ChIP assays with chromatin enriched fraction, containing 5 μg of sheared DNA, immunoprecipitation was performed overnight with polyclonal anti-MYC (sc-789, Santa Cruz). Protein A agarose beads bearing immunoprecipitates were then subjected to sequential washes, and DNA was purified using the QIAquick PCR purification kit (Qiagen 28,106). Purified DNA was used to prepare libraries with the TruSeq ChIP Library preparation Kit (Illumina, Inc), and purified using the Agencourt AMPure XP system (Beckman Coulter, Inc). Sequencing was performed on an Illumina Hi-Seq 2500 with 101 bp single end reads (MACROGEN, Seoul). The ChIP-Seq data have been deposited in the NCBI Gene Expression Omnibus under GEO Series number GSE102920.

### Protoplast isolation and transactivation assay

Rice protoplasts were isolated according to the method described for *A. thaliana* by Yoo et al. (2007) and the method described for rice by Chen et al. (2006) and Zhang et al. (2011) with some modifications [27, 28, 34]. Rice seeds were grown on MS medium at 28 °C for 10 days, then leaves and stems were cut into 0.5 mm pieces using razors and plasmolyzed in a 0.6 M mannitol solution for 20 min. The plasmolyzed tissue was transferred to enzyme solution [1.5% Cellulase R-10 (Yakult Pharmaceutical Ind. Co., Japan), 0.75% Macerozyme R-10 (Yakult Pharmaceutical Ind. Co., Japan), 0.6 M mannitol, 0.1% bovine serum albumin (BSA), 1 mM CaCl_2_, 5 mM β-mercaptoethanol and 10 mM MES (pH 5.7)]. After incubation at 25 °C for 4 h with gentle shaking in the dark, an equal volume of W5 solution [154 mM NaCl, 125 mM CaCl_2_, 5 mM KCl, 5 mM D-glucose and 2 mM MES (pH 5.7)] was added and the protoplasts were collected by centrifugation at 300×*g* for 8 min. Protoplast-enriched pellets were resuspended in MMG solution [0.6 M mannitol, 15 mM MgCl_2_ and 4 mM MES (pH 5.7)], and 15 μl DNA (including 3 μg effector (OsNAC TFs) and 1.5 μg reporter (promoter:*fLuc* and internal control *35S:rLuc*) was used to transfect the protoplast solution harboring up to 2–3 × 10^6^ cells. Dual luciferase activity was analyzed using a Dual-Luciferase Reporter Assay System (Promega, USA) and measured with an Infinite M200 System (Tecan, USA). Three independent transfections of each sample were performed, and the relative luciferase activity was calculated as the ratio between fLuc and rLuc.

## Results

### Root-specific overexpression of four *6MYC*-tagged *OsNAC* genes

To perform functional analysis of these OsNAC TFs, we generated four root-specific 6*MYC*-tagged *OsNAC* overexpressing plants (*RCc3:6MYC-OsNAC5, 6, 9* and *10*) with the coding sequences of *OsNAC5* (Os11g0184900), *OsNAC6* (Os01g0884300), *OsNAC9* (Os03g0815100), and *OsNAC10* (Os11g0126900) fused to the *6MYC* tag [32]. Five independent lines per construct were propagated to obtain T_3_ seeds. Proteins extracts from the roots of the *RCc3:6MYC-OsNAC* transgenic lines were subjected to Western blot analysis using an α-MYC antibody (Fig. 1). Transgenic lines with the highest levels of 6MYC-tagged OsNAC protein were chosen for further experiments.

**Fig. 1:**
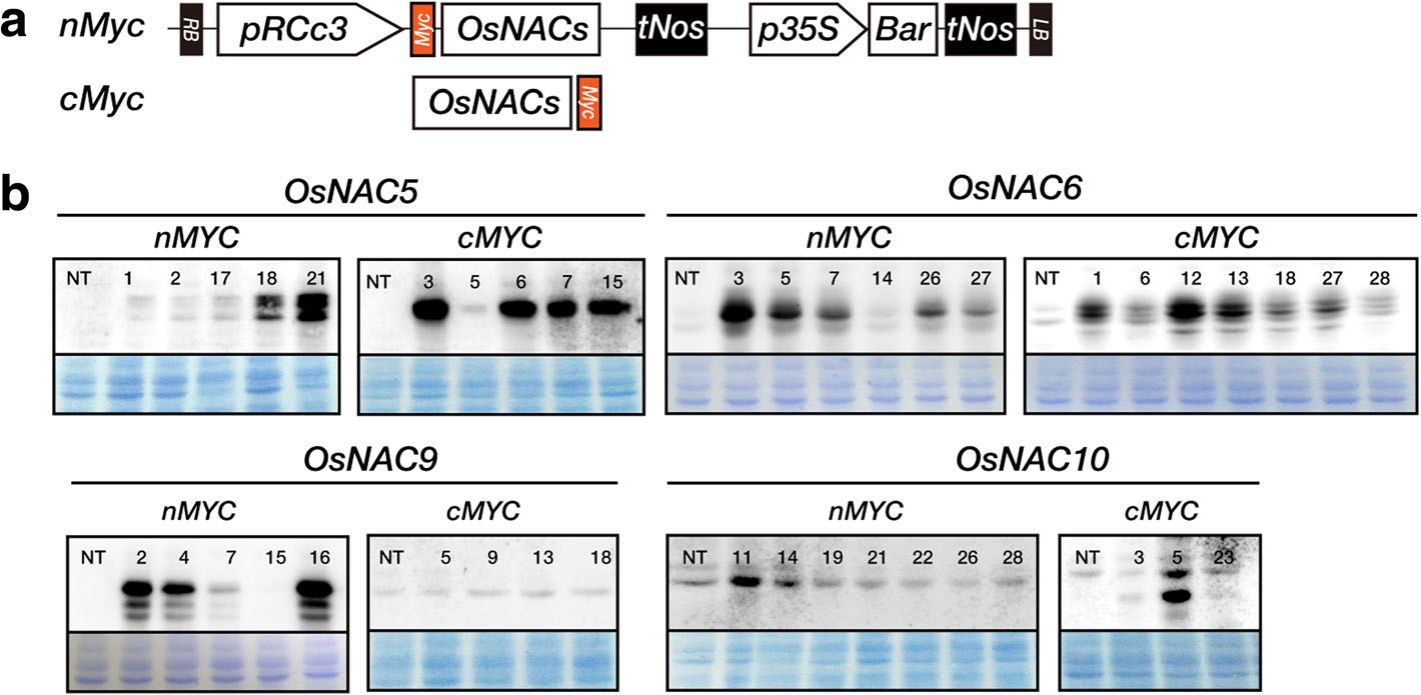
Construction of *RCc3:nMYC:OsNAC* or *RCc3:OsNAC:cMYC* transgenic rice plants. **a** Map of the binary vector used for generating *RCc3:OsNAC5, 6, 9,* and *10* transgenic rice lines. RB, right border; *pRCc3*, a root specific promoter [48]; *tNOS*, *NOS* terminator; *Bar*, *phosphinothricin acetyltransferase* gene, an herbicide resistance gene used as a selection marker; LB, left border. Orange color indicates nMYC (N-terminal portion of 6MYC protein) or cMYC (C-terminal portion of 6MYC protein). **b** Translational expression of OsNAC5, 6, 9, and 10 proteins fused cMYC or nMYC, as measured by Western blot analysis using an anti-MYC antibody. Protein extracts from roots of twenty-day-old nontransgenic wild type (NT, *Oryza sativa L. japonica* cv. Illmi) and *RCc3: OsNAC5, 6, 9,* and *10* transgenic seedlings (10 μg per lane) were subjected to SDS-PAGE (polyacrylamide gel electrophoresis) and Western blot analysis. Coomassie blue staining is shown to confirm equal loading. Red figure, definite overexpressed 6MYC fused OsNAC protein

### Identification of genes differentially regulated in *RCc3: 6MYC-OsNAC* roots using RNA-Seq

To investigate OsNAC regulatory networks, RNA-Seq analyses were performed of roots from 20 d-old non-transformed (NT) and *RCc3:6MYC-OsNAC* expressing plants grown under normal growth conditions. Each data set was obtained from two biological replications. A total of 107 million raw reads were generated to identify the genes with different expression profiles, and subsequently trimmed to 102 million reads. Approximately 45 million reads were aligned to the reference rice genome (IRGSP v.1.0, http://rapdb.dna.affrc.go.jp) and 88.4%–91.6% of the reads were well matched (Additional file 2: Table S1). After read mapping, gene expression levels were calculated as FPKM (Fragments per kilobase of transcript per million mapped reads). Of a total of 41,635 transcripts, 8457 were excluded because of a zero FPKM value in one of the four *RCc3:6MYC-OsNAC* plants, leaving 33,178 transcripts for further analysis (Fig. 2a). From the 10 independent libraries from duplicate samples of *RCc3:6MYC-OsNAC5, 6, 9, 10* expressing and NT control roots, a total of 4766 DEGs were identified using the following criteria |fc (fold change) | ≥ 1.5 and *p* value <0.05 (Fig. 2b). We identified 2147 and 2619 genes that were up- and down-regulated in one or more of *RCc3:6MYC-OsNAC* sample, respectively (Fig. 2c). Specifically, 414, 601, 748, and 1172 genes were up-regulated by more than 1.5-fold in *RCc3:6MYC-OsNAC5, 6, 9* and *10* transgenic roots, respectively, and 685, 1000, 1086, and 1687 genes were down-regulated in *RCc3:6MYC-OsNAC5, 6, 9* and *10* transgenic roots, respectively. Venn diagrams representing the distribution of single gene shared amongst the four *RCc3:6MYC-OsNAC* transgenic roots are shown in Fig. 2. Of these genes, 45 and 213 genes were up- and down-regulated, respectively, in all of the *RCc3:6MYC-OsNAC* transgenic roots (Fig. 2d and e, Additional file 3: Table S2). We validated the expression patterns of 23 genes that were up-regulated in all four (Fig. 3a), three (Fig. 3b), and one or two of the *RCc3:6MYC-OsNAC* expressing root samples (Fig. 3c), and that were down-regulated in all four *RCc3:6MYC-OsNAC* root samples (Fig. 3d**),** by qRT-PCR. These results correlated well with those of the RNA-Seq analysis (Fig. 3).

**Fig. 2:**
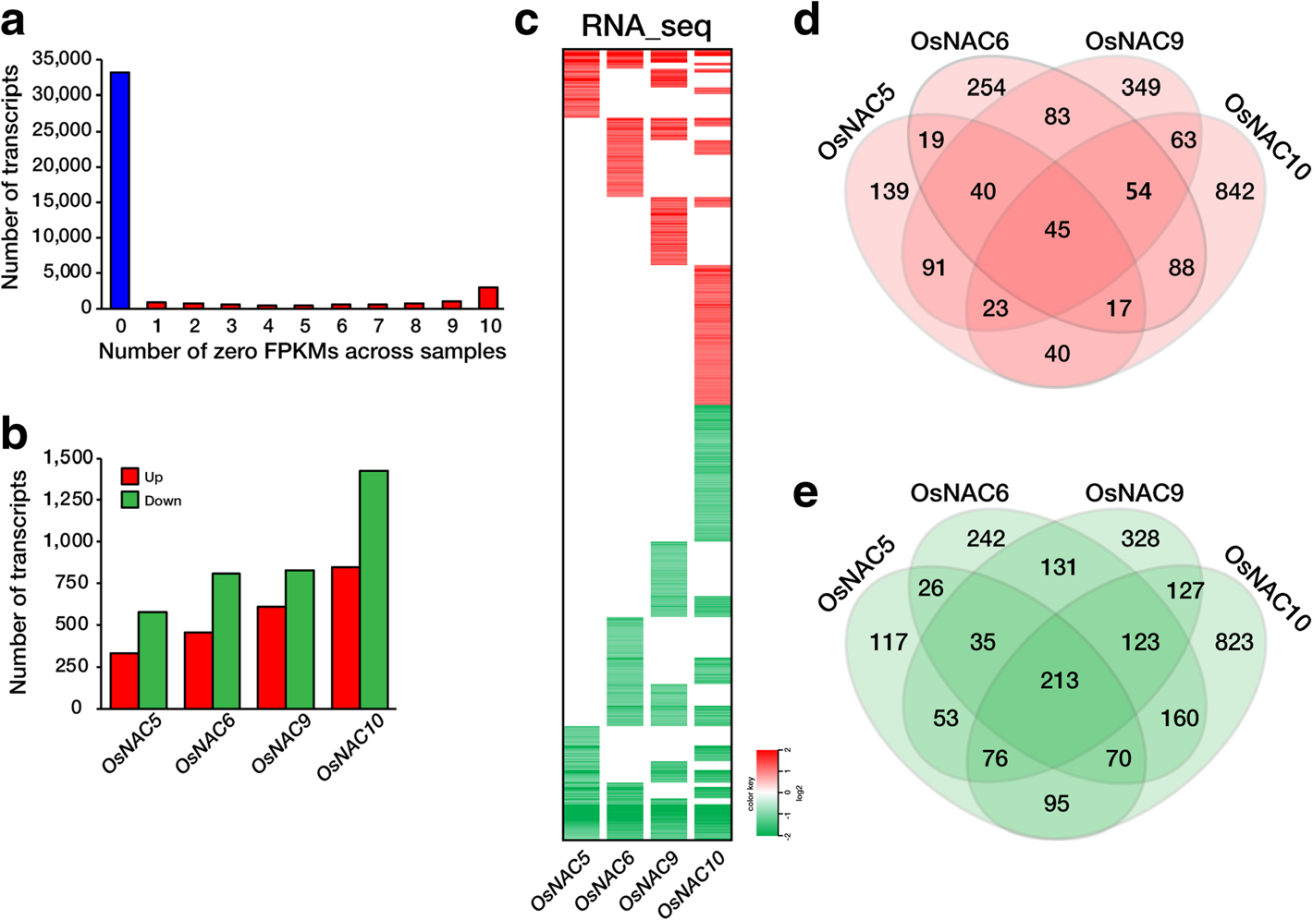
RNA-Seq data obtained by Illumina Hi-Seq 2500 sequencing. **a** Distribution of transcripts with zero fragments per kilobase of transcript per million mapped reads (FPKMs). A total of 33,178 transcripts were analyzed, following exclusion of 8457 transcripts with one or more zero FPKMs. **b** The number of statistically significant differentially expressed genes (DEGs), identified by Cufflink analysis, in various *RCc3:OsNAC* transgenic plants relative to the non-transgenic (NT) control. **c** Heat map displaying transcripts that are differentially expressed between NT and *RCc3:OsNAC5*, *6*, *9*, or *10* transgenic rice plants. Red and green color represents up-regulated and down-regulated genes, respectively. **d, e** Venn diagrams illustrating the overlapping DEGs among OsNAC5, 6, 9, and 10 transgenic plants. Numbers of DEGs that are up-regulated (**d**) and down-regulated (**e**)

**Fig. 3:**
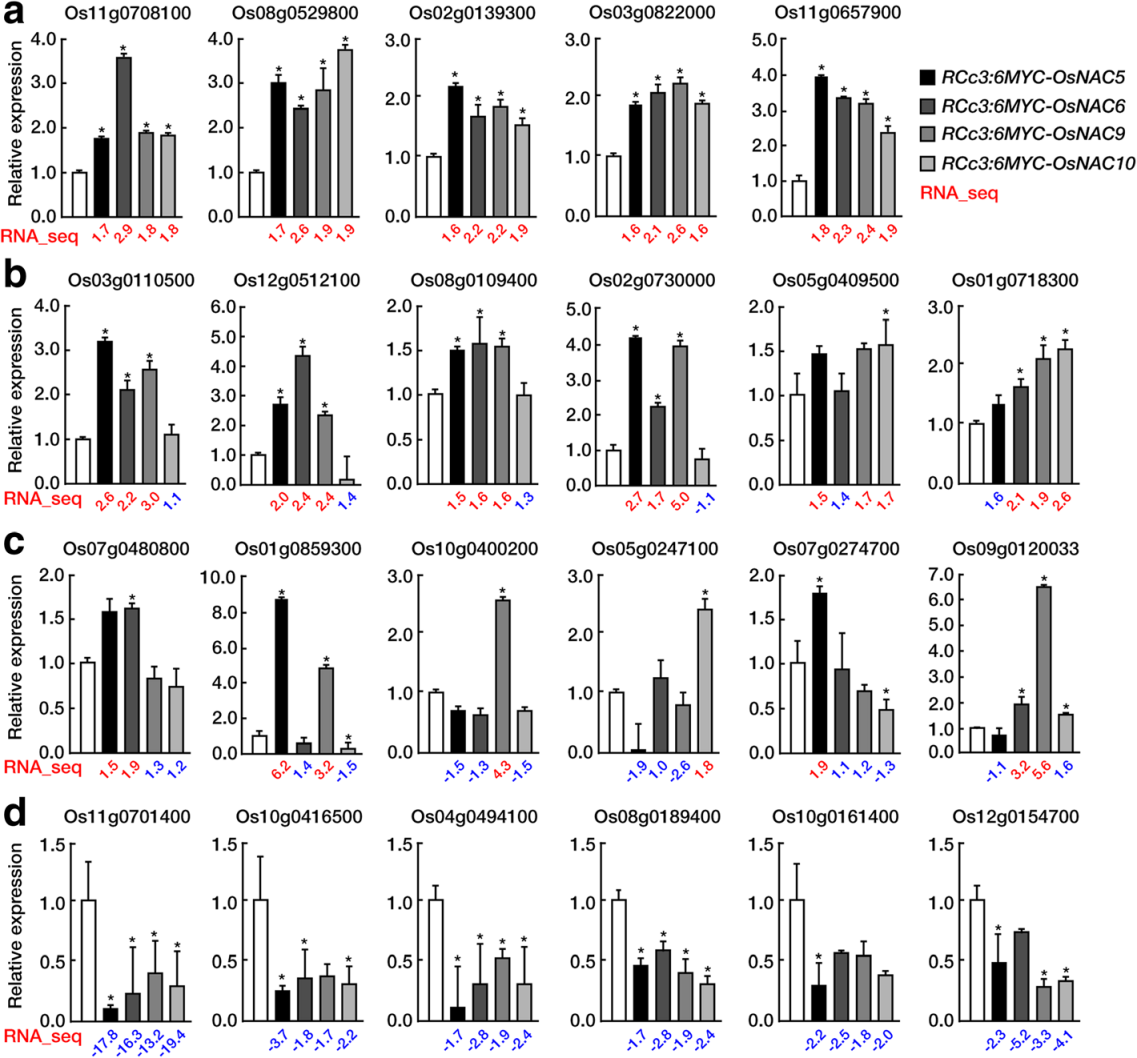
Validation of RNA-Seq expression profiles by qRT-PCR. RNA-Seq expression profiles of 24 genes between NT and *RCc3:OsNACs* transgenic rice plants were confirmed by qRT-PCR. *OsUbi1* was used as an internal control. Numbers in red (up-regulated) or blue (down-regulated) represent RNA-Seq data, whereas bars represent results of quantitative real-time PCR (qRT-PCR). Error bars indicate standard deviation. **a** Up-regulated genes in the *OsNAC5*, *6*, *9*, or *10* transgenic rice plants. **b** Up-regulated genes in 3 of the 4 *RCc3:OsNAC* transgenic rice plants. **c** Up-regulated genes in 1 or 2 of the *RCc3:OsNAC* transgenic rice plants. **d** Down-regulated genes in 4 *RCc3:OsNAC* transgenic rice lines. Data represent mean ± standard deviation (*n* = 3) and significant different from NT and OsNAC transgenic plants are indicated by asterisks (Student’s t-test, P ≤ 0.05)

To gain insight into the possible functions of the target genes of the OsNAC TFs, Gene Ontology (GO) term enrichment analysis was performed using the web-based tool, AgriGO (Additional file 4: Table S3). The ‘membrane-bounded vesicle’, ‘apoplast’, ‘cell wall’, ‘external encapsulating structure’, and ‘extracellular region’ terms of the ‘cellular component’ category were significantly enriched for the genes up-regulated in the *RCc3:6MYC-OsNAC* roots (Additional file 4: Table S3 and Additional file 5: Table S4), suggesting an association between these subcellular areas/structures and the mechanisms of drought tolerance in the OsNAC overexpressing plants.

### Identification of OsNAC5, 6, 9, and 10 binding loci by ChIP-Seq

The RNA-Seq analyses using the four *RCc3:6MYC-OsNAC* transgenic root samples indicated both direct and indirect targets of the OsNAC proteins. To pinpoint the direct targets and to further understand how the OsNAC TFs regulate gene expression related to drought tolerance, we performed a ChIP sequencing (ChIP-Seq) analysis using DNA immunoprecipitated from roots of the four *RCc3:6MYC-OsNAC* transgenic and NT control plants. 

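The ChIP-Seq data analysed here covered OsNAC6. In this assay, proteins are cross-linked to DNA with formaldehyde, the chromatin is sheared, and DNA bound by the protein of interest is recovered with an antibody and sequenced, in this case with an antibody against the 6MYC tag fused to OsNAC6. The paper gives a plant age of 20 d, 5 µg of sheared DNA per immunoprecipitation, fragments of 100 to 200 bp and reads of 101 bp. The sample labels give fragments of 100 to 300 bp. The experiment comprised 1 anti-MYC library of RCc3:6MYC-OsNAC6 roots, 1 anti-MYC library of NT control roots and 1 total input library of NT control roots, so no value had a replicate check. The authors deposited a list of enriched regions for the OsNAC6 line, in which each region carries its position, its sequence, a peak score, its annotation and the distance to the nearest transcription start site (TSS). The list held 17876 regions, of which 10236 were called from the anti-MYC library, each 200 bp long, and 7640 carried the name of an anti-Pol2 library of the same line, each 156 bp long. Only the anti-MYC regions were taken as OsNAC6 enriched regions. Read counts and RPM values were given at 119 places where an anti-MYC and an anti-Pol2 region overlapped, for the OsNAC6 anti-MYC, the anti-Pol2 and the NT total input libraries. The values of the NT anti-MYC library were not in the files analysed here. Positions refer to IRGSP-1.0, with the first base of each region counted as 1 more than the start in the list, because the sequences are as long as end minus start.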

A MYC-specific antibody was used together with OsNAC bound genomic DNA fragments and ChIP DNA libraries were constructed to determine OsNAC binding sites by deep sequencing. The sequencing depth of the immunoprecipitated DNA fragments was >1 million mapped reads. 

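For OsNAC6, the count divided by the RPM value gave the same total at each of the 119 places with both values. This total was 7701590 reads for the RCc3:6MYC-OsNAC6 anti-MYC library and 13228546 reads for the NT total input library. Table S5 of the paper reports 50972634 and 53659788 trimmed reads for these libraries. If Table S5 and the RPM values count reads alike, the totals behind the RPM values were 15.1% and 24.7% of the trimmed reads. With these totals, 1 read was worth 0.130 RPM in the OsNAC6 library and 0.0756 RPM in the NT total input library. A value of 3 reads, taken as the smallest that the depth can show, was 0.389 RPM and 0.227 RPM, respectively.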

Background ChIP-Seq peaks from the *RCc3:6MYC-OsNAC* roots were filtered by comparisons with those of NT control roots. 

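In the OsNAC6 list, the NT values were those of the total input library, that is, sheared NT chromatin without immunoprecipitation. At the 119 places with read counts, the NT total input library had between 2 and 52 reads, with a median of 21, and the OsNAC6 anti-MYC library had between 25 and 92 reads, with a median of 48. The exact binomial test compared the OsNAC6 reads with the share of 7701590 reads in both totals. All 119 places were above this share at a Benjamini-Hochberg adjusted p-value of 0.05 (no replicates, so the test covered sampling noise only). These places had been called as enriched regions beforehand, so the count is not independent evidence of enrichment. At an adjusted p-value of 0.01, 118 places remained. When the test asked for an enrichment of more than 2-fold, 89 places remained. The other 10117 anti-MYC regions had no count for either library and were not tested.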

The total number of read bases were calculated and are listed in Additional file 6: Table S5. Data sets were normalized to RPM (read per million) values. A total of 44,550 genomic regions were identified and annotated by comparison with the reference rice genome (IRGSP a.1.0). 

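The annotation that the authors gave to each of the 10236 OsNAC6 anti-MYC regions placed 5031 regions (49.2%, 95% Wilson interval 48.2 to 50.1%) in the intergenic class and 2319 regions (22.7%, 21.9 to 23.5%) in the promoter-TSS class. A further 1097 regions (10.7%, 10.1 to 11.3%) were annotated to the TTS, 972 (9.5%, 8.9 to 10.1%) to exons and 606 (5.9%, 5.5 to 6.4%) to introns. The smallest classes were the 3' UTR with 142 regions (1.4%, 1.2 to 1.6%) and the 5' UTR with 69 regions (0.67%, 0.53 to 0.85%). These intervals cover the sampling of regions in 1 library and not the variation between plants. Of the intergenic regions, 944 had their centre within 2000 bp upstream of the nearest TSS. With the promoter taken as 2000 bp upstream to the TSS, the promoter share was 30.0% in place of 22.7%.

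**Figure D1:**
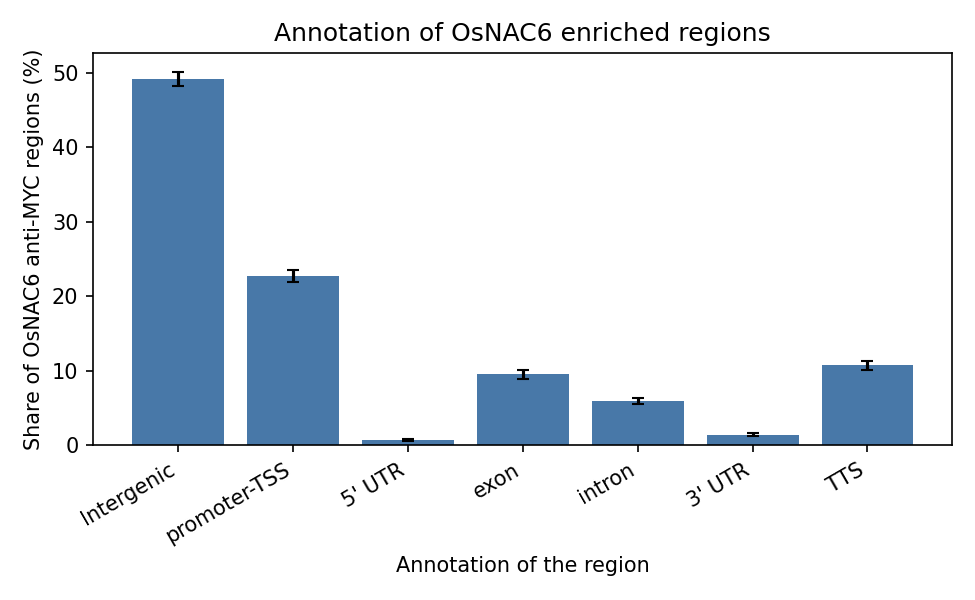
Share of the 10236 OsNAC6 anti-MYC regions (y axis, percent) in each annotation class (x axis). Bars are the share in 1 library and error bars are 95% Wilson intervals. The intergenic class was the largest with 49.2%, followed by promoter-TSS with 22.7%.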

Figure 4a shows the distribution of genomic loci enriched by individual OsNAC proteins, such as intergenic (beyond the 10 kb region upstream of TSS, transcription start site), promoter (2 kb upstream of TSS), 5’UTR (untranslated region), exon, intron, 3’UTR, and TTS (transcription terminate site) with the numbers of enriched peaks. Interestingly, we found similar distribution patterns of genomic loci enriched by each of the four of OsNAC proteins (Fig. 4a). 

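Among the OsNAC6 anti-MYC regions, 5205 of 10236 (50.8%, 95% Wilson interval 49.9 to 51.8%, no replicates) carried a genic annotation, including the promoter, and 49.2% were intergenic by the annotation of the authors. With regions from 2000 bp upstream to the TSS counted as promoter, the genic share was 60.1%. Among regions with a peak score at or above the median, the genic share was 53.0%. In a setting chosen after seeing the data, with features without a RAP gene ID counted as intergenic, it was 34.4%. The paper derived its shares from the regions of all 4 OsNAC proteins, whereas these values are for OsNAC6. The paper's counts for OsNAC6 alone are 13994 of 19637 regions outside the intergenic class. This is also a larger share than here, so pooling the proteins does not account for the difference. The class definitions differ, since the paper describes intergenic regions as beyond 10 kb upstream of the TSS. Of the 5031 intergenic regions here, 212 lay that far upstream, so the shares are not directly comparable.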

Overall, 72% of the binding loci were within the genic regions, including the promoter, and 28% were in intergenic regions. (Fig. 4b). Most of the binding loci were shared by four, three, and two of the OsNAC TFs (Fig. 4c and d), 1199 of which were shared by all four, and were distributed among the intergenic and promoter regions (Fig. 4d).

**Fig. 4:**
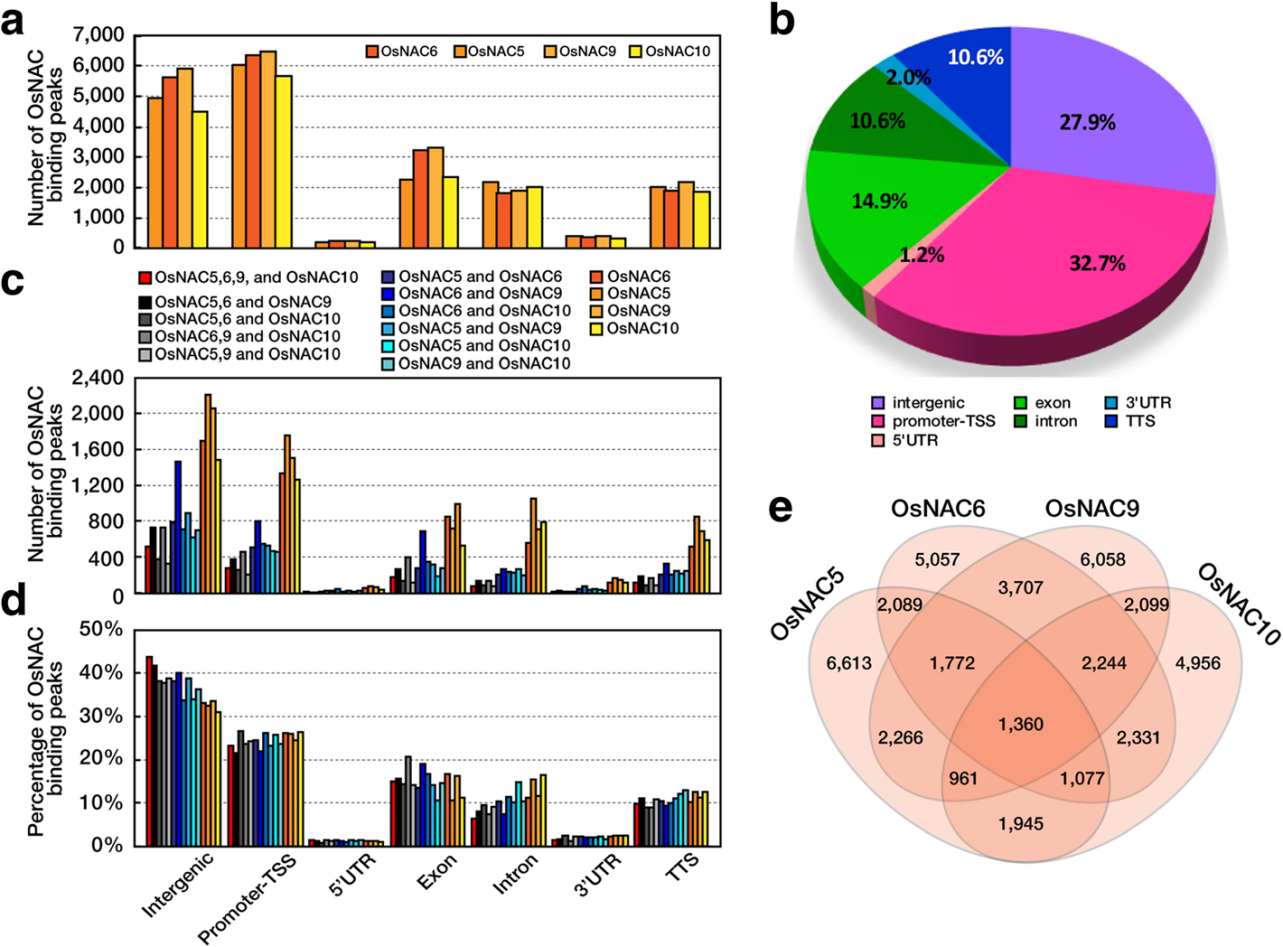
Analysis of ChIP-Seq data of OsNACs binding genomic loci distributions. Bar graph and pie charts of genomic loci distribution. **a** Bar graph of the genomic binding loci distribution of the OsNAC5, 6, 9 and 10 transcription factors. All uploaded files are combined into the same bar graph. The graph shows the number of loci distributed among intergenic, promoter, 5’UTR (untranslated region), exon, intron, 3’UTR, and TTS regions. **b** Pie chart of the genomic binding loci distribution of OsNAC5, 6, 9 and 10. This shows the percentage for each genomic location including intergenic, promoter, 5’UTR, exon, intron, 3’UTR, and TTS regions. **c, d** Distribution of OsNAC binding loci across the rice genome. Distribution of loci was plotted for each OsNAC by loci number (**c**) and by the percentage of total loci number (**d**). **e** Venn diagrams of loci shared by four OsNAC transcription factors

#### Identification of direct OsNAC targets by cross-referencing ChIP-Seq and RNA-Seq data

We identified 18,083, 19,637, 20,467, and 16,973 enriched regions for OsNAC5, 6, 9, and 10, respectively, using ChIP-Seq (Figs. 4e and 5a). 

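For OsNAC6, the list analysed here held 10236 regions called from the anti-MYC library. Their peak scores, in tags normalized to 10000000 tags in the library, ranged from 14.3 to 265.5 with a median of 26.6. No 2 of these regions overlapped or touched, since merging them with bedtools left 10236 regions. Each region was supported by at least 10 reads when its score was converted to reads with the library total. There were 5214 regions with a score at or above the median, the setting that lowered the count most.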

To identify the direct OsNAC target genes, we combined the ChIP-Seq and RNA-Seq data. Initially, we removed the intergenic regions from the ChIP enriched regions and obtained 13,134, 13,994, 14,557, and 12,489 enriched regions for OsNAC5, 6, 9, and 10, respectively (Fig. 5b). 

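After removal of the regions that the authors annotated as intergenic, 5205 OsNAC6 anti-MYC regions remained. They were 2319 promoter-TSS, 1097 TTS, 972 exon, 606 intron, 142 3' UTR and 69 5' UTR regions. The promoter-TSS regions belonged to 2305 distinct features, of which 1115 carried a RAP gene ID. The rest were features with an EPlOsAg identifier. When intergenic regions within 2000 bp upstream of a TSS were kept as promoter, 6149 regions remained. Restriction to peak scores at or above the median left 2766 regions. The largest change came from keeping only regions with a log2 ratio of at least 1, which can be computed for 1.16% of the regions and left 56.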

These were sorted for genomic loci enriched by >2.0-fold (log2 ≥ 1.0) compared with the NT control. 

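The OsNAC6 list allowed this comparison at the 119 places with read counts, which were 1.16% of the anti-MYC regions and were all places where an anti-Pol2 region overlapped. The log2 ratio of OsNAC6 RPM to NT total input RPM had a mean of 2.02 and an SD of 0.64 across these places, with a median of 2.00 and a range from 0.90 to 5.45. At 115 of the 119 places it was at least 1. Of the 5 promoter or 5' UTR regions with the largest ratio, the first lay on chromosome 8 from 27378837 to 27379036, in the promoter of EPlOsAg00000013247. It had 51 OsNAC6 reads against 2 NT total input reads and a log2 ratio of 5.45 (exact 95% interval 3.53 to 8.54). The 2 reads lie below the 3 taken as the smallest that the depth can show, so the size of this ratio is uncertain. The next lay on chromosome 4 from 25339858 to 25340057 in the promoter of Os04g0507000, with 55 against 16 reads and a log2 ratio of 2.56 (1.74 to 3.46). The others were in the promoters of Os01g0745700 with 2.44 (1.51 to 3.46), Os02g0662000 with 2.40 (1.79 to 3.04) and EPlOsAg00000002427 with 2.37 (1.68 to 3.10). The intervals of these 4 regions overlapped, so their order was not resolved at this depth. With 0.5 RPM added to both libraries, 112 places had a log2 ratio of at least 1, and with 1 RPM added, 105 did. Centring the ratios on the median place left 8 places.

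**Figure D2:**
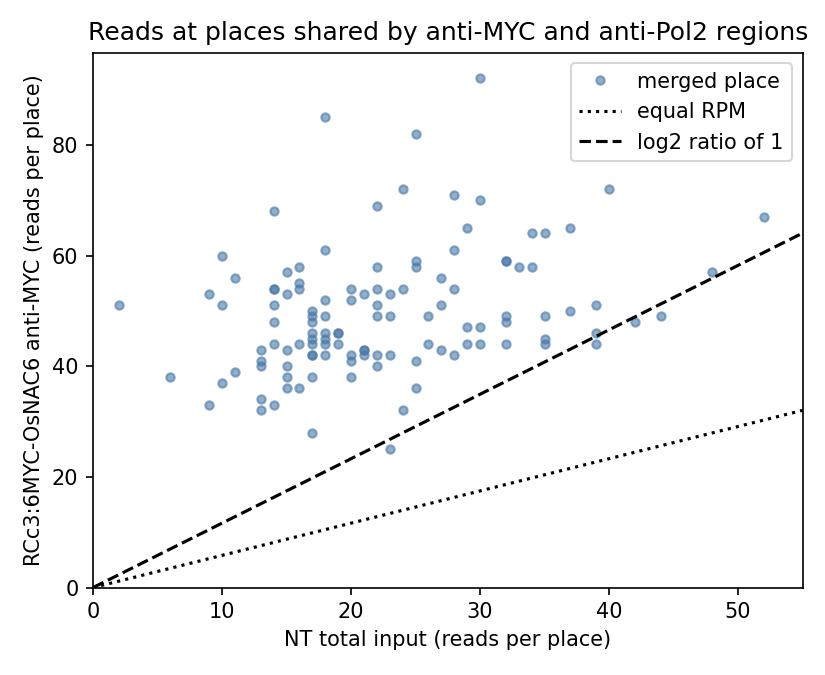
OsNAC6 anti-MYC reads (y axis, reads per place) against NT total input reads (x axis, reads per place) at the 119 places with counts. Each point is 1 place, the dotted line marks equal RPM and the dashed line a log2 ratio of 1. Of the 119 points, 115 lie on or above the dashed line.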

We then combined the RNA-Seq data from individual *RCc3:6MYC-OsNAC* transgenic roots, considering genes whose expression was up-regulated by >1.5-fold (*p* value <0.05) compared with the NT roots, with the selected genomic loci enriched by individual OsNAC proteins (Fig. 5c). 

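In the part of Table S6 that could be read here, 464 loci could be read, 5 of them without an OsNAC6 ratio. The paper's OsNAC6 log2 ratios in this table were recomputed from its RPM columns with a largest difference of 1.26e-05, using the NT total input column as the control. By the paper's ratios, 288 loci had an OsNAC6 log2 ratio of at least 1. Multiplying the paper's RPM values by the library total gave between 3 and 75 OsNAC6 reads at these loci, with a median of 28. Of the 288 loci, 94 (32.6%) overlapped an OsNAC6 anti-MYC region of the list by at least 1 bp and 101 lay within 500 bp of such a region. Of the 94 loci, 83 were themselves named after OsNAC6 anti-MYC regions, so their overlap followed from their origin. The loci without an overlap were all named after anti-Pol2 regions of the OsNAC lines. Among the promoter and 5' UTR loci, 147 had a ratio of at least 1, and they were assigned to 134 genes, 133 of which are marked for OsNAC6 in Table S7.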

A total of 975 genomic loci, distributed among 460 promoters, 11 5’ UTRs, 211 exons, 116 introns, 148 TTSs, and 28 3’ UTRs, were enriched at least one of the OsNAC samples (Fig. 5c; Additional file 7: Table S6). We focused on 471 binding loci (460 promoters and 11 5’ UTRs) involving 391 genes after redundant binding loci were removed (Fig. 6).

**Fig. 5:**
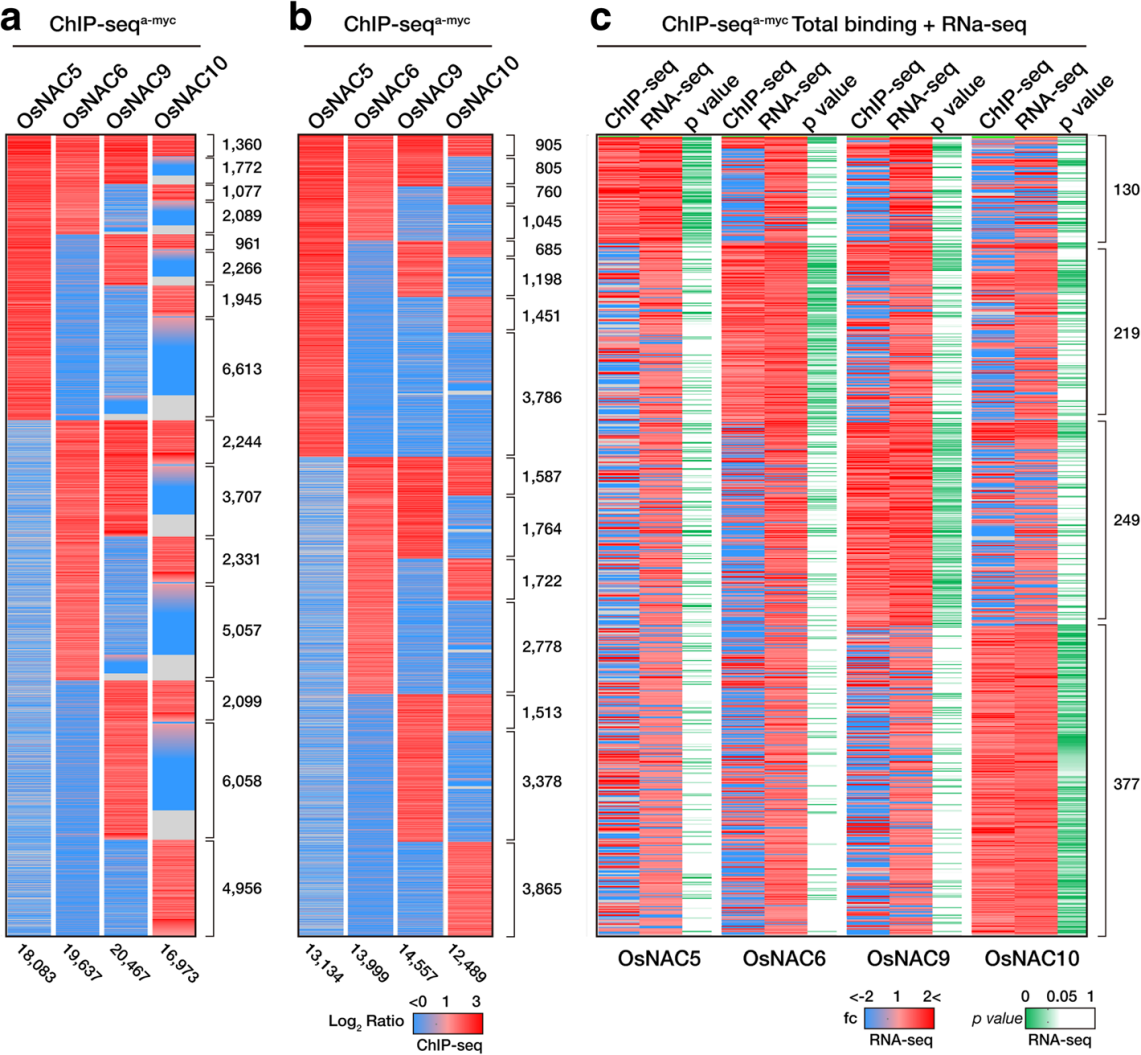
Merging of chromatin immunoprecipitation (ChIP)-Seq and RNA-Seq data sets identified direct targets of OsNAC regulatory networks. **a** The genomic distribution of OsNAC5, 6, 9 and 10 binding loci, including intergenic, promoter, 5’UTR, exon, intron, 3’UTR, and TTS regions. **b** The genomic binding loci distribution of OsNAC5, 6, 9 and 10 except intergenic regions. **c** Selected genomic loci enriched by individual OsNAC proteins with merging ChIP-Seq and RNA-Seq data sets. The Red color represents OsNAC TFs binding loci in ChIP-Seq; The Red color represents upregulated genes and blue represents downregulated genes in RNA-Seq. Green color represent *P* value in RNA-Seq

**Fig. 6:**
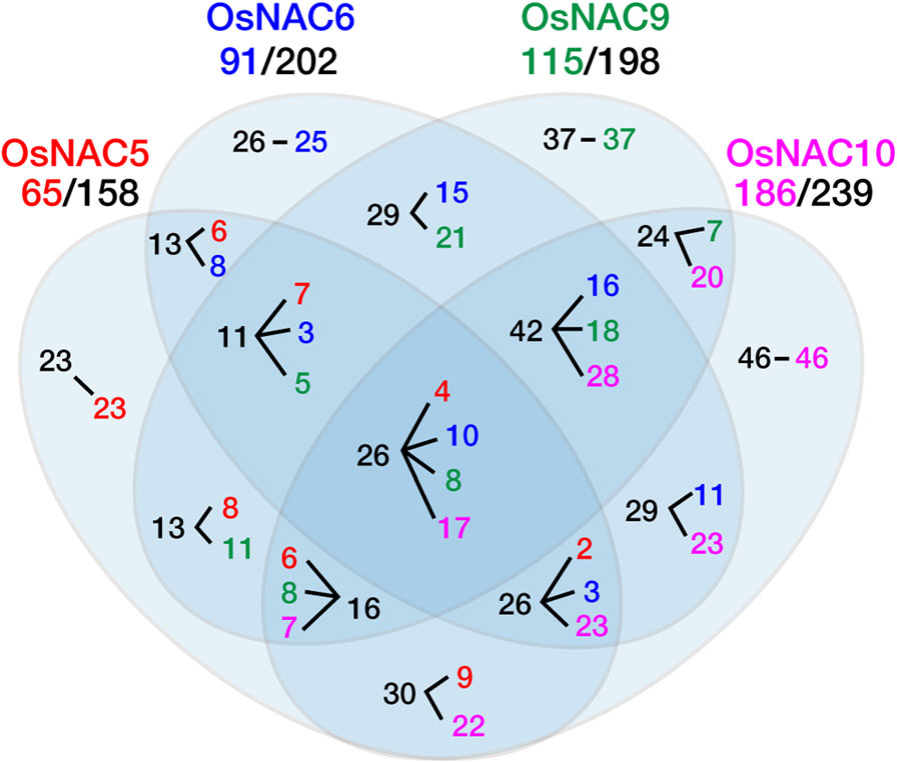
Venn diagram showing the number of direct target genes that are up-regulated either in all, or specifically in one, of the *RCc3:OsNAC5*, *6*, *9*, and *10* transgenic rice lines. Total number of promoter binding loci (black Arabic numerals) are 158, 202, 198, and 239 for OsNAC5, 6, 9, and 10, respectively. Numbers in red, blue, green, and purple indicate genes that are up-regulated in *RCc3:OsNAC5*, *6*, *9*, or *10* transgenic rice lines, respectively

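The 202 genes marked for OsNAC6 in Table S7 were looked up among the OsNAC6 anti-MYC regions. Of these genes, 38 (18.8%, 95% Wilson interval 14.0 to 24.8%) had a region annotated to their promoter or 5' UTR. With the promoter taken as 2000 bp upstream to the TSS, 41 genes (20.3%, 15.3 to 26.4%) had such a region. When any region annotated to the gene or nearest to its TSS was allowed, the count was 74 genes (36.6%, 30.3 to 43.5%). With a log2 ratio of at least 1 required, which moved the count most, it was 0, because none of the 119 places with read counts was a promoter or 5' UTR region of these genes. The paper sorted its loci by log2 ratio, whereas these counts ask for a called anti-MYC region, so the criteria differ.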

To elucidate the functions of these 391 direct OsNAC target genes, we performed a Gene Ontology (GO) based functional enrichment analysis using AgriGO (Go analysis toolkit and database for agriculture community, http://bioinfo.cau.edu.cn/agriGO/index.php) (Additional file 8: Fig. S1). Singular enrichment analysis (SEA) was used to GO enrichment analysis by comparing the list of differentially expressed genes to all expressed genes. The ‘membrane and vesicle related cellular component including vesicle’ (GO:0031982), membrane-bound vesicle (GO: 0031988), ‘cytoplasmic vesicle’ (GO:0031410), and ‘cytoplasmic membrane-bounded vesicle’ (GO:001623) terms in the ‘cellular component’ category were significantly enriched. Additional file 9: Table S7 shows the 391 target genes affiliated with 8 GO terms in ‘cellular components’. More specifically, the candidate genes were enriched in the ‘membrane and vesicle related cellular component’ category, including 192 genes in the ‘organelle’ related GO terms, 87 genes in the ‘vesicle’ related GO terms, and 224 genes in the ‘cell related’ GO terms. Some of these were classified into the ‘transmembrane/transporter activity containing proteins’, ‘vesicle related proteins’, ‘auxin/hormone related proteins’, ‘carbohydrate metabolism related proteins’ and ‘transcription factors’ terms. 

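Table 1 lists 121 genes, of which 82 are marked for OsNAC6. An OsNAC6 anti-MYC region in the promoter or 5' UTR was present for 13 of the 82 genes (15.9%, 95% Wilson interval 9.5 to 25.3%). Any region annotated to the gene or nearest to its TSS was present for 30 genes (36.6%, 27.0 to 47.4%). With a log2 ratio of at least 1 required, or past the binomial test, the count was 0. Both settings keep only the 119 places with read counts, so this follows from the file. The interval of the promoter share overlapped that of the OsNAC6 genes in Table S7. Because the Table 1 genes are part of that set, this does not test a difference. Among the 32 genes that Table 1 marks for OsNAC6 as detected in RNA-Seq too, 4 had a promoter or 5' UTR region and 9 had any region. As for Table S7, the marks and the called regions are unlike criteria.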

Taken together, a total of 121 target genes were selected by combining the RNA-Seq and ChIP-Seq analyses as summarized in Table 1. For the individual OsNAC proteins, we found 72 genes that were up-regulated in the RNA-Seq analysis and whose promoter regions were enriched in the ChIP-Seq analysis. The data suggested that 12, 13, 21 and 26 genes are direct target genes of the individual OsNAC5, 6, 9, and 10 genes, respectively.

**Table 1:** Summary of the integration of RNA-Seq and chromatin immunoprecipitation (ChIP)-Seq data and gene ontology (GO) analysis. ^1^AGRIGO (http://bioinfo.cau.edu.cn/agriGO/). V, vesicle related (GO:0031982, GO:0031988, GO:0016023, GO:0031410); M, membrane related (GO:0043231, GO:0043227). ^2^PANTHER (http://geneontology.org/). TA, transmembrane transport (GO:0055085, GO:0006810, GO:0005215); CM, carbohydrate metabolic process (GO:0005975). ^3^NBRP database (http://shigen.nig.ac.jp/rice/oryzabase/). DT, drought tolerance (Trait Ontology, TO:0000276); GY, grain yield (TO:0000396); RS, root system (Plant Ontology, PO:0025025). Black circle, detected in ChIP-Seq data; Black bold circle, detected in RNA-Seq; Black light circle, not detected in RNA-Seq

Locus	Description	Symbol	RNA-Seq/ChIP-Seq					^1^AgriGO		^4^PANTHER			^8^Oryzabase		
			OsNAC	5	6	9	10								
Transmembrane / Transporter activity															
Os01g0881300	MtN3 and saliva related transmembrane protein family	SWEET1A		**Ο**	Ο										
Os02g0513100	MtN3 protein precursor	SWEET15		Ο	**Ο**			^2^V	^**3**^M	^**5**^T	^**6**^TA				
Os11g0508600	MtN3 protein precursor	SWEET14			**Ο**	Ο	Ο			T	TA				
Os05g0493800	MtN21 nodulin protein-like			Ο		Ο	**Ο**	V	M	T	TA				
Os05g0409500	Usually multiple acids move in and out transporter 9	OsUMAMIT9		**Ο**	Ο	Ο	**Ο**			T	TA				
Os06g0179200	Nodulin-like protein			Ο			**Ο**		M	T	TA				
Os02g0227200	Early nodulin	ENOD93b		Ο		**Ο**			M	T					
Os03g0115000	Cupredoxin domain	ENODL10		Ο			**Ο**		M						
Os06g0681200	Cupredoxin domain	OsENODL18		**Ο**		**Ο**	Ο	V	M				^9^DT		^11^RS
Os03g0146100	Tonoplast intrinsic protein	TIP1;1		**Ο**		**Ο**		V	M						RS
Os02g0658100	Tonoplast membrane integral protein ZmTIP2-1	TIP2;1					**Ο**			T	TA				
Os01g0232000	Major intrinsic protein family	TIP4;3			Ο	Ο	**Ο**	V	M	T	TA				
Os01g0685800	ATP synthase beta chain, mitochondrial precursor				**Ο**	**Ο**	**Ο**		M	T	TA				
Os01g0239200	Phophate translocator	TPT1		**Ο**	Ο		Ο		M	T	TA				
Os02g0496900	Mitochondrial import receptor, TOM9-2 subunit			Ο	**Ο**	Ο	Ο			T	TA				
Os02g0773400	Cyclic nucleotide-binding domain containing protein	OsCNGC12, OsCNGC4			Ο		**Ο**		M	T	TA				
Os02g0693700	ABC transporter superfamily ABCB subgroup member 11	OsABCB11			Ο	**Ο**				T	TA		DT		RS
Os04g0642000	ABC transporter superfamily ABCB subgroup member 16	OsABCB16			Ο		**Ο**			T	TA		DT		
Os05g0424000	amino acid permease 11F	OsAAP11F			**Ο**		**Ο**			T	TA				
Os11g0137000	PIN1-like auxin transport protein	OsPIN1B			**Ο**	Ο	Ο			T	TA				
Os03g0216700	Citrate transporter	OsFRDL1				**Ο**				T	TA				
Os03g0571900	Transparent testa 12 protein	OsPEZ1		**Ο**	**Ο**					T	TA				
Os10g0195000	Multi antimicrobial extrusion protein MatE family	OsSTA240				Ο	**Ο**			T	TA				RS
Os06g0494400	Multi antimicrobial extrusion protein MatE family				**Ο**	Ο				T	TA				
Os02g0510600	Heavy metal transport/detoxification protein domain						**Ο**			T	TA				
Os03g0751600	Heavy metal transport/detoxification protein domain				**Ο**		Ο	V	M	T					
Os08g0403300	Heavy metal transport/detoxification protein domain					**Ο**				T					
Os10g0532300	Heavy metal transport/detoxification protein domain			**Ο**					M	T					
Os01g0849000	non-specific lipid transfer protein d5	OsLTPd5			**Ο**	Ο				T					RS
Os01g0856600	Nsp1-like, C-terminal family			Ο	**Ο**	Ο	**Ο**	V	M	T					
Os07g0198300	Bifunctional inhibitor/plant lipid transfer protein/seed storage domain containing protein.	OsLTPG19		**Ο**		Ο	**Ο**		M	T	TA				
Os12g0104800	Clathrin heavy chain				Ο	Ο	**Ο**	V	M	T					
Os03g0234000	Non-symbiotic hemoglobin 3 (rHb3)	OsNSHB3			Ο	Ο	**Ο**	V	M	T					
Os04g0277400	Membrane bound O-acyl transferase, MBOAT family			Ο	Ο	Ο	**Ο**			T					
Os03g0693700	Oxalate oxidase 1 (Germin)	OXO1		**Ο**				V	M						RS
Os02g0532500	Germin-like protein	OsGLP2-1		**Ο**				V	M						
Os05g0277500	Germin-like protein subfamily 2 member 4 precursor	OsGLP5-2			**Ο**	**Ο**	**Ο**	V	M	T					
Os08g0506400	Serine/threonine protein kinase domain containing protein	OsRLCK257			**Ο**		Ο	V	M				DT		RS
Os05g0371600	BRASSINOSTEROID INSENSITIVE 1-associated receptor kinase 1	OsRLCK184					**Ο**	V	M				DT		
Os04g0576900	Protein kinase-like domain	XIAO			**Ο**	**Ο**	Ο	V	M						
Os03g0416200	BRITTLE CULM1, Cell Wall Architecture1	OsBC1			Ο	Ο	**Ο**	V	M					^10^GY	RS
Os10g0453900	Eggshell protein family	OsGRP7			**Ο**	Ο	**Ο**	V	M						RS
Os01g0668100	Arabinogalactan-like protein	OsFLA7		Ο	Ο		**Ο**	V	M						RS
Os02g0757100	Phi-1 protein	OsPHI-1			**Ο**	Ο	**Ο**	V	M						RS
Os02g0219800	Tetraspanin domain containing protein	OsTET2		Ο	**Ο**	**Ο**	**Ο**	V	M						RS
Os01g0699900	Plasma membrane associated protein-like				**Ο**	Ο	**Ο**	V	M						
Os06g0634500	Leucine-rich repeat transmembrane protein kinase 1			**Ο**	Ο	Ο		V	M						
Os08g0442700	SERK1	COE1		Ο	Ο		**Ο**	V	M						
Os06g0269300	Soluble quinoprotein glucose dehydrogenase domain			Ο		**Ο**	Ο	V	M						
Os12g0568900	Thaumatin, pathogenesis-related family			Ο	Ο		**Ο**	V	M						
Os01g0631500	Beta-1,3-glucanase-like protein				Ο	**Ο**		V	M						
Os04g0579200	Zinc finger, RING-type domain				Ο	Ο	**Ο**	V	M						
Os01g0121800	Glycosyl transferase, family 14 protein			Ο	Ο		**Ο**	V	M						
Os12g0611900	Glycosyl transferase, family 17 protein				**Ο**			V	M						
Carbohydrate Metabolic Process															
Os12g0512100	Sugar transporter family			**Ο**	**Ο**	**Ο**					TA	^**7**^CM			
Os02g0575800	Aldose 1-epimerase family			**Ο**	Ο			V	M			CM			
Os07g0539400	Glycoside hydrolase, family 17 protein, β-1, 3-glucanase 12	Gns12			**Ο**			V	M			CM			
Os04g0376400	Glycoside hydrolase, family 18 protein			Ο	Ο		**Ο**	V	M			CM			
Os02g0790500	Trehalose-6-phosphate synthase	OsTPS5			**Ο**	**Ο**	**Ο**		M			CM			
Os05g0247100	Drought-induced protein 3, Xylanase inhibitor protein 2	DIP3, OsHI-XIP		Ο			**Ο**	V	M			CM	DT		RS
Os07g0646800	Avr9/Cf-9 rapidly elicited protein 231	OsSTA2		**Ο**		**Ο**	Ο		M			CM			RS
Os01g0675500	Glycoprotein-specific UDP-glucuronyltransferase-like protein	OsGT43F				Ο	**Ο**					CM			
Os08g0237800	Xyloglucan endotransglycosylase	OsXTH8		Ο	Ο		**Ο**	V	M			CM			RS
Os06g0356800	Xylanase inhibitor protein I precursor			**Ο**				V	M			CM			
Os02g0764200	Xyloglucan fucosyltransferase-like					**Ο**			M			CM			
Os06g0212300	Xyloglucan fucosyltransferase-like			Ο	Ο		**Ο**		M			CM			
Os01g0944700	Beta-1,3-glucanase precursor	OsGLN2			**Ο**		Ο	V	M			CM			
Os07g0480800	Xyloglucan endotransglucosydase / hydrolase 21	OsXTH21		**Ο**	**Ο**	Ο		V	M			CM			
Os04g0556400	UDP-glycosyltransferase	UGT93B9		**Ο**	Ο	Ο	Ο					CM			
Os04g0486950	Malate synthase						**Ο**					CM			
Os07g0490100	UDP-glucuronosyl / UDP-glucosyltransferase family	UGT709A4		Ο	**Ο**		Ο	V	M			CM			
Os01g0276800	Mannose-6-phosphate receptor, binding domain containing protein						**Ο**	V	M			CM			
Os01g0329300	Pectin lyase fold domain containing protein				Ο	**Ο**			M			CM			
Os03g0421800	X8 domain containing protein			Ο			**Ο**	V	M						
Auxin / Hormon related															
Os08g0109400	AUX/IAA protein family	OsIAA25			**Ο**	**Ο**			M						
Os02g0769100	Auxin responsive SAUR protein family	OsSAUR12		Ο	Ο		**Ο**		M						
Os06g0714300	Auxin responsive SAUR protein family	OsSAUR29			**Ο**	Ο	Ο		M						
Os02g0167600	Auxin responsive SAUR protein family	OsSAUR6		Ο			**Ο**								
Os05g0381400	ABA induced plasma membrane protein PM 19	OsPM19L1		**Ο**	Ο	**Ο**	Ο	V	M				DT		RS
Os01g0859300	ABA response element binding factor	OsABI5		**Ο**	Ο	**Ο**			M						RS
Os03g0760800	GAST1 protein precursor	OsGASR1		**Ο**			Ο	V	M						RS
Os05g0432200	Gibberellin-regulated protein 2 precursor			Ο	Ο	**Ο**	Ο	V	M						
Transcription factors															
Os07g0227600	Pathogenesis-related transcriptional factor and ERF domain	OsERF57				**Ο**			M						
Os01g0657400	Ethylene-responsive transcription factor 5	OsERF54			**Ο**				M						
Os03g0263000	TINY-like protein	OsERF9					**Ο**		M						
Os02g0521100	Non-protein coding transcript, unclassifiable transcript	OsERF107				**Ο**									
Os06g0222400	Conserved hypothetical protein	OsERF120					**Ο**		M						
Os04g0429050	Ethylene response factor 100	OsERF100		**Ο**											
Os05g0541400	Helix-loop-helix DNA-binding domain containing protein	OsbHLH119			**Ο**										
Os05g0139100	Helix-loop-helix DNA-binding domain containing protein	OsbHLH106			Ο	**Ο**			M						
Os03g0782500	Phytochrome-interacting factor-like bHLH protein, Stress-responsive transcription factor	OsbHLH152		**Ο**					M						
Os10g0376900	Helix-loop-helix DNA-binding domain containing protein	OsbHLH045			Ο	**Ο**	Ο		M						
Os06g0613500	Helix-loop-helix DNA-binding domain containing protein	OsbHLH095				Ο	**Ο**		M						
Os04g0641700	INCREASED LEAF INCLINATION 1	OsbHLH154		Ο	Ο	Ο	**Ο**							GY	RS
Os01g0854500	Homeobox domain containing protein	OsWOX5			Ο		**Ο**		M				DT		RS
Os01g0182700	WRKY GENE 102	WRKY102			**Ο**	Ο			M				DT		
Unclassified															
Os07g0604433	Glycosyltransferase family-37			Ο	Ο		**Ο**								
Os05g0370300	C2 calcium/lipid-binding region, CaLB domain			**Ο**			Ο		M						
Os03g0161400	IQ calmodulin-binding region domain			Ο	Ο	Ο	**Ο**		M						
Os01g0833800	IQ calmodulin-binding region domain				Ο		**Ο**								
Os07g0619400	Calcium-binding EF-hand domain			Ο	**Ο**	Ο	Ο								
Os07g0622700	Alpha/beta hydrolase fold-1 domain containing protein				Ο	**Ο**	Ο		M						
Os12g0119800	Harpin-induced 1 domain					**Ο**	Ο		M						
Os09g0419200	NAD-dependent epimerase/dehydratase family			Ο	Ο	**Ο**			M						
Os03g0136900	Aconitate hydratase, cytoplasmic			**Ο**	Ο	Ο			M						
Os01g0330100	GDSL ESTERASE/LIPASE PROTEIN 15	OsGELP15		Ο	Ο		**Ο**		M						
Os09g0527500	MEG5				Ο	Ο	**Ο**		M						
Os07g0601000	NADPH HC toxin reductase			Ο		Ο	**Ο**		M						
Os01g0618700	Lipase, class 3 family			Ο		Ο	**Ο**		M						
Os01g0745400	Sec34-like protein family	Sec34-like			Ο	**Ο**	**Ο**								
Os08g0545200	Alcohol dehydrogenase superfamily	OsDH1		Ο	Ο		**Ο**								
Os06g0727200	Catalase isozyme B	OsCAT1B		Ο	Ο		**Ο**								
Os03g0110500	KIP1-like domain			**Ο**	**Ο**	**Ο**	Ο								
Os06g0704500	Leucine-rich repeat, plant specific				Ο	**Ο**	Ο								
Os01g0613500	Peptidase C1A, papain family			Ο	Ο	Ο	**Ο**								
Os12g0613600	Remorin, C-terminal region domain containing protein	OsREM6.3		Ο		**Ο**	Ο								
Os01g0695300	Farnesyl pyrophosphate synthetase	FPS			Ο	Ο	**Ο**								
Os01g0634500	Laccase-2				Ο	Ο	**Ο**								
Os03g0392050	Oligosaccaryltransferase domain containing protein			Ο	Ο	Ο	**Ο**								
Os07g0605350	Protein EGG APPARATUS-1				Ο	**Ο**	Ο								
Os12g0127650	Ulp1 protease family, C-terminal catalytic domain			Ο	Ο	Ο	**Ο**								

To assess whether the OsNAC proteins can bind to the promoter region and activate the transcription of the target gene, we performed a transient expression assay in rice protoplasts using a dual-luciferase reporter system. We have chosen one target gene, *OsABI5* (Os01g0859300) that was found to be regulated by OsNAC5, 6 and 9, but not by OsNAC10. 

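An OsNAC6 anti-MYC region lay upstream of OsABI5 (Os01g0859300), on chromosome 1 of IRGSP-1.0 from 37173201 to 37173400. OsABI5 occupies 37174784 to 37176384 on the plus strand, and the centre of the region was 1484 bp upstream of its TSS. The authors annotated the region as intergenic in the OsNAC6 list and as promoter in Table S6. Its peak score was 32.5 normalized tags, higher than the score of 85.0% of the OsNAC6 anti-MYC regions. The sequence of the region was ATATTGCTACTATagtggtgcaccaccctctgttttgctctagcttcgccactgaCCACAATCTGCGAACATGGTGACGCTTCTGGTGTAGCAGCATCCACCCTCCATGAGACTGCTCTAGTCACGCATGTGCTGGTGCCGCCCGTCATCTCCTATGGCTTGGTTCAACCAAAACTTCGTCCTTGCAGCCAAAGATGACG, in which lower case marks repeats, with a GC content of 52.5%. It contained CACG, the core of the NAC binding site, at position 37173323. CACG was present on either strand in 56.8% of all anti-MYC regions over their central 156 bp, so its presence in this region says little. The list gave no read counts for this region. From the paper's RPM values in Table S6, 6.88 RPM for OsNAC6 and 1.13 RPM for NT total input, 53 and 15 reads were recovered. The log2 ratio was 2.60 (exact 95% interval 1.75 to 3.54, no replicates, p = 5.26e-12 from the exact binomial test). The region had been called as enriched beforehand, so the test is not independent evidence of enrichment. An overlapping locus of OsABI5 in Table S6, 1541 bp upstream of the TSS, has the paper's ratio 2.53 from 37 and 11 reads. Its centre lies inside the region of the main locus, so it is not a separate site with independent reads. With 1 RPM added to both libraries the ratio of the main locus was 1.88, and after centring on the median of the 119 places with counts it was 0.60. The paper used OsABI5 in its reporter assay, as a target of OsNAC5, OsNAC6 and OsNAC9 that OsNAC10 did not regulate. Table 1 marks OsABI5 as detected in RNA-Seq for OsNAC5 and OsNAC9, but for OsNAC6 in ChIP-Seq only.

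**Figure D3:**
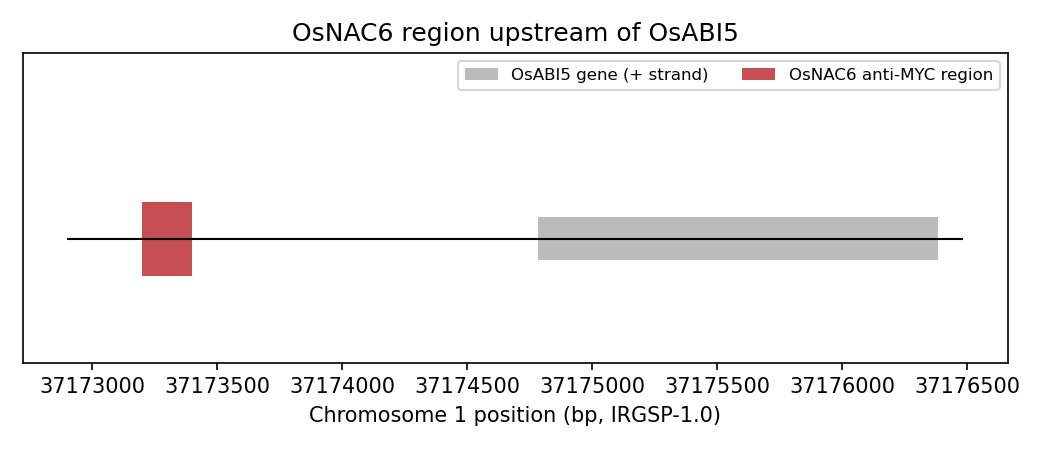
Map of the OsABI5 locus on chromosome 1 (x axis, position in bp, IRGSP-1.0). The red box is the OsNAC6 anti-MYC region from 37173201 to 37173400 and the grey box is the gene from 37174784 to 37176384. The centre of the region is 1484 bp upstream of the TSS.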

A reporter plasmid with the 2-kb promoter region of *ABI5* (Os01g0859300) fused to a firefly luciferase gene was constructed (*pABI5:fLuc*, Fig. 7a). Effector plasmids with *OsNAC5*, *6*, *9*, and *10*, and a *CaMV35S:rLuc* (renilla luciferase) expression cassette as an internal control, were constructed (Fig. 7a). These plasmids were transiently co-expressed in rice protoplasts in the combinations indicated in Fig. 7b. Expression of the reporter gene was strongly activated by OsNAC5, 6, and 9, but not by OsNAC10 (Fig. 7b), validating the results of the RNA-Seq and ChIP-Seq analyses.

**Fig. 7:**
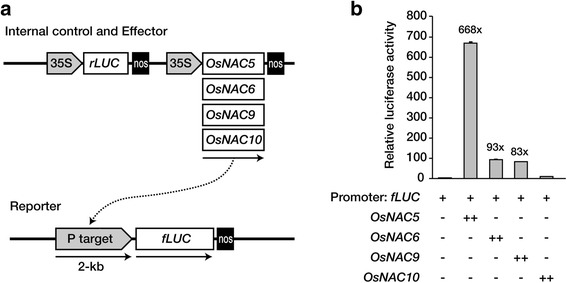
OsNAC-mediated transactivation of abscisic acid (ABA) response element binding factor (Os01g0859300) gene. **a** Construction of vectors for rice protoplast transactivation assays of the Os01g0859300 gene with OsNAC5, 6, 9, or 10. **b** Fold-changes are normalized relative to protoplasts co-transfected only with the reporter and internal control constructs. Firefly luciferase (fLuc) activities were normalized relative to those of renilla luciferase (rLuc). The error bars designate SD (standard deviation) of the mean (n = 3)

## Discussion

Resolving TF networks, including the identification of direct target genes, is a common goal in functional genomic and molecular biology studies. Direct target genes have previously been identified using in vitro methods, such as the electrophoretic mobility shift assay (EMSA) and yeast one-hybrid analysis. However, the ChIP method has emerged as a powerful tool to detect interactions between DNA-binding proteins and genomic DNA. Our group has characterized the drought-inducible TFs, *OsNAC5, 6, 9* and *10* [25, 29–31], overexpression of these genes specifically in transgenic rice roots (*RCc3:OsNAC5, 6, 9* or *10*) caused enlarged root diameter and drought tolerance. Putative target genes involved in root growth, development and abiotic stress response were identified in the roots of these plants by microarray [25, 30, 31] or RNA-Seq [29] analyses. However, it is difficult to identify a regulatory network or a specific pathway using such data due to a lack of information about binding interactions between TFs and target genes [35, 36].

In this study, we performed RNA-Seq and ChIP-Seq analysis of roots of *RCc3:6MYC-OsNAC5*, *6*, *9* and *10* plants and identified direct OsNAC target genes by cross-referencing transcriptome (RNA-Seq) information and binding loci (ChIP-Seq) information. The RNA-Seq experiments led us to identify 45 up- and 213 down-regulated genes in all four *RCc3:6MYC-OsNAC* transgenic roots (Additional file 3: Table S2). These included genes involved in the ‘cellular components’, ‘vesicles’, ‘cytoplasmic membrane-bounded vesicle’, and ‘cytoplasmic vesicle’ GO terms (Additional file 4: Table S3). We previously demonstrated that the *RCc3:OsNAC* transgenic roots had increased root diameter due to an enlarged xylem and augmented cortical cells. These changes in root phenotype appeared to be correlated with the up-regulation of genes involved in signal transduction (abscisic acid and Ca^2+^), barrier formation (lignin and suberin biosynthesis), and cell development and morphogenesis [25, 30, 31]. However, RNA-Seq data alone provide no information about whether the target genes are regulated directly by the TF binding to *cis*-elements of the target gene promoter, or indirectly through regulation of other TFs or signaling molecules. To determine the direct targets of the four OsNAC TFs, a genome-wide analysis of the interactions of OsNAC5, 6, 9, and 10 with the promoters of regulated genes was performed. Cross-referencing of the ChIP-Seq and RNA-Seq data sets from the four *RCc3:OsNAC* root samples allowed us to identify 391 direct OsNAC5, 6, 9, and 10 target genes (Additional file 9: Table S7). Our ChIP-Seq data revealed that 158, 202, 198, and 239 loci were bound by OsNAC5, 6, 9, and 10, respectively, and that 65, 91, 115, 186 genes, respectively, were up-regulated (Fig. 6). Of the up-regulated genes in the RNA-Seq experiments, 8.7, 6.5, 7.4, and 4.0% were direct targets in the *RCc3:6MYC-OsNAC5*, *6*, *9* and *10* roots, respectively. The direct target genes could be divided into 5 subgroups according to GO analysis: ‘transmembrane/transporter activity’, ‘vesicle related’, ‘hormone related’, ‘carbohydrate metabolic process’, and ‘TFs’ (Table 1). Of the genes encoding transmembrane proteins that were directly regulated by the OsNAC TFs, PIPs (plasma membrane intrinsic proteins) and TIPs (tonoplast intrinsic proteins) are known to be more abundantly expressed in roots than in leaves, and their expression responds to drought stress, contributing to the drought tolerance of the *RCc3:6MYC-OsNAC5*, *6*, *9* and *10* plants. Moreover, their localization is associated with the presence of root hydrophobic barriers [37]. This idea is supported by the observation that transgenic *A. thaliana* lines overexpressing the *PIP1* gene from *Panax ginseng* [38], TIP1;2 from the highly drought-resistant *Thellungiella salsuginea* [39] and *TIP2* from *Solanum lycopersicum* [40] exhibited higher survival rates, reduced water loss, and tolerance of water deprivation under drought conditions. The TIPs might help promote increases in turgor pressure and cell elongation, and the mediation of water transport across cell membranes, including the tonoplast, in response to drought [41, 42]. Together, these proteins are involved in controlling water movement during drought stress. 

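Among these genes, SWEET1A (Os01g0881300) had an OsNAC6 anti-MYC region in its promoter on chromosome 1 from 38253709 to 38253908, 245 bp upstream of the TSS, with a peak score of 31.8 normalized tags. The paper's OsNAC6 log2 ratio for this locus in Table S6 is 2.53. OsUMAMIT9 (Os05g0409500) had a region in an exon on chromosome 5 from 19997924 to 19998123 with a peak score of 26.0, and an intergenic region from 20001579 to 20001778, 1999 bp upstream of its TSS, with a peak score of 22.1. The paper's ratio for the locus 1999 bp upstream is 2.49, from 36 OsNAC6 and 11 NT total input reads. For a further locus of this gene 164 bp upstream of the TSS it is 1.32, from 16 and 11 reads. SWEET14 (Os11g0508600) and SWEET15 (Os02g0513100), both marked for OsNAC6 in Table 1, had no OsNAC6 anti-MYC region in the list. The paper's Table S6 ratios are 1.08 for SWEET14, from 27 OsNAC6 and 22 NT total input reads, and between 1.97 and 2.37 for 3 loci of SWEET15. OsENODL18 (Os06g0681200), not marked for OsNAC6, was the gene nearest to a region 1329 bp upstream of its TSS that lies in an intron of Os06g0681300. No region was found for Os03g0115000. The values are from 1 library, and the paper counts these genes as directly regulated by one or more OsNAC proteins from the combined ChIP-Seq and RNA-Seq data.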

NODULIN genes, which we found to be directly regulated by the OsNAC TFs, are from the MtN3/SALIVA/SWEET family (Os01g0881300, Os11g0508600, Os02g0513100), MtN21/EamA-like TRANSPORTER/UMAMIT family (Os05g0409500), and EARLY NODULIN-LIKE (ENODL) family (Os03g0115000 and Os06g0681200). Furthermore, in *A. thaliana*, the sugar transporter *SAG29/SWEET15* (At5g13170) is a direct downstream target of an AtNAC TF, ANAC092/AtNAC2/ORE1 [43]. We also identified an ENODL gene (Os06g0681200), which is associated with root architecture by trait ontology in the NBRP database (http://shigen.nig.ac.jp/rice/oryzabase/), as being involved in drought tolerance (Table 1). Among the direct targets were also four genes (Os03g0216700, Os03g0571900, Os10g0195000 and Os06g0494400) encoding a multi antimicrobial extrusion proteins and four genes (Os02g0510600, Os03g0751600, Os08g0403300, and Os10g0532300) encoding heavy metal transport/detoxification proteins (Table 1). 

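In the OsNAC6 list, OsFRDL1 (Os03g0216700), which Table 1 does not mark for OsNAC6, was nearest to an intergenic anti-MYC region on chromosome 3 from 6144698 to 6144897, 2016 bp upstream of its TSS, with a peak score of 35.7 normalized tags. Os02g0510600, also not marked for OsNAC6, had an anti-MYC region in an exon on chromosome 2 from 18254025 to 18254224 with a peak score of 28.6. OsPEZ1 (Os03g0571900), Os06g0494400 and Os03g0751600 are marked for OsNAC6 and had no anti-MYC region. For Os06g0494400 the paper's Table S6 ratio is 1.85 at a locus 1733 bp upstream of the TSS, from 21 OsNAC6 and 10 NT total input reads. For Os03g0751600 it is 1.20, from 20 and 15 reads. No anti-MYC region was found for Os10g0195000, Os08g0403300 or Os10g0532300, which are not marked for OsNAC6. None of these values had a replicate. The paper counts these genes as direct targets from the ChIP-Seq and RNA-Seq data of all 4 OsNAC lines.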

It has previously reported that the metal stress signaling pathway is associated with controlling drought stress signaling [44], and that the genes involved encode transmembrane/transporters that control physiological processes essential for optimal plant growth, as well as for abiotic stress tolerance.

Other subgroups of direct OsNAC targets that have previously been shown to be involved in drought tolerance include the drought-inducible germin-like proteins, of which there are ten in rice [45]. Germin-like proteins are divided into two groups based on oxalate oxidase and superoxide dismutase activities, which catalyzes the oxidative breakdown of oxalate to CO_2_ and H_2_O_2_. They are important in cell wall fortification, mediating auxin responsive physiological processes [41, 46], and germin proteins have also been suggested to contribute to the preparation of cell walls [27] by producing H_2_O_2_ required by peroxidase to catalyze the crosslinking of several cell wall components [28]. Thus, germin and germin-like proteins play a role in strengthening plant cell walls to resist abiotic stress [34, 39, 40]. Zhong et al. (2010) showed that SND1 and VND7, two *A. thaliana* NAC-domain TFs, directly regulate the expression of not only downstream TFs, but also genes involved in the secondary wall biosynthesis and polysaccharide biosynthesis [47]. Similarly, we found that the OsNAC TFs targeted in this study directly regulate genes involved in cell wall polysaccharide biosynthesis (Table 1). Two types of TFs, AP2/EREBP and bHLH, were among the direct targets (Table 1). Six AP2/EREBP- and six bHLH-domain genes were directly regulated by one of the four OsNAC TFs, such as *OsERF1* (Os04g0429050) in *RCc3:OsNAC5*, *OsERF54* (Os01g0657400) in *RCc3:OsNAC6*, *OsERF57* (Os07g0227600) and *OsERF107* (Os02g0521100) in *RCc3:OsNAC9*, and *OsERF120* (Os06g0222400) and *OsERF9* (Os03g0263000) in *RCc3:OsNAC10*. 

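Of the AP2/EREBP genes named here, OsERF54 (Os01g0657400) was the only gene with an OsNAC6 anti-MYC region. The region lay in its promoter on chromosome 1 from 26735221 to 26735420, 156 bp upstream of the TSS, with a peak score of 24.7 normalized tags, which was higher than that of 31.5% of the OsNAC6 anti-MYC regions (no replicates). The list gave no read counts for this region. The paper's Table S6 lists a TTS locus of OsERF54 with 22 OsNAC6 and 12 NT total input reads and a log2 ratio of 1.65. OsERF1, OsERF57, OsERF107, OsERF120 and OsERF9 had no OsNAC6 anti-MYC region, and Table 1 marks none of them for OsNAC6. The paper assigns OsERF54 to OsNAC6 from the combined ChIP-Seq and RNA-Seq data.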

A similar number of the bHLH TF genes were regulated in the transgenic rice roots (Table 1). Thus, drought inducible OsNAC TFs bind to their target gene promoters, up-regulating different classes of TFs including the AP2/EREBP- and bHLH-domain genes, indicating a role in the crosstalk inherent in abiotic stress responses.

Previous studies have predicted the functional redundancy of OsNAC5, 6, 9, and 10 by observing similar root phenotypes such as an enlarged root and drought tolerance in the OsNAC overexpressors [25, 26–28]. In the current manuscript, we suggest the functional redundancy of OsNACs (Fig. 6) by the target gene expression profiles in the OsNAC overexpressors. We present a strategy to identify direct OsNAC target genes involving ChIP-Seq and RNA-Seq analyses of *RCc3:OsNAC5, 6, 9,* and *10* expressing roots, which are drought tolerant. These results were validated using transient expression assays in rice protoplasts using a dual-luciferase reporter system (Fig. 7). Many of the direct target genes have previously been shown to be involved in drought tolerance, highlighting the important roles of the four OsNAC TFs in the associated gene networks.

## Conclusions

Abiotic stress triggers a wide range of plant responses, from the alteration of gene expression and cellular metabolism to change in plant growth and development. Thus, understanding the complex mechanism of drought tolerance is crucial for crop production. Uncovering the molecular networks of the TFs that are involved in drought tolerance provides information about the individual processes of how the TFs interact in a drought signaling pathway. We obtained 391 direct targets of OsNACs by comparing genes from the results of RNA-Seq with those of ChIP-Seq. Among the genes selected from RNA-Seq results, the ratio of becoming a direct target of OsNACs ranged from 4.0% to 8.7% depending on *RCc3:OsNAC*s plants. Interestingly, OsNACs target several cellular components, including transmembrane/transporter, vesicle, auxin/hormone, carbohydrate metabolic processes and transcription factors. Many of the target genes that are up-regulated by OsNACs act as the cellular components which would alter the root architectures of *RCc3:OsNAC*s for drought tolerance. This would be a valuable resource for the functional dissection of the molecular mechanisms in plant drought response.

## Additional files

Additional file 1: Table S8. List of primers used in this study. (XLSX 12 kb)

Additional file 2: Table S1. Information about RNA-Seq data obtained by Illumina Hi-Seq 2500 sequencing. ^1^Raw seq. Reads no.: Total number of reads used in sequence analysis. ^2^Raw seq. Reads length: Total length of reads used in sequence analysis. ^3^GC (%): Percentage of GC found in sequence reads. ^4^Q20 (%): Percentage of bases with quality score of 20 or above. A base with a quality score of 20 has a probability of being an incorrect call of 1 in 100. (XLSX 14 kb)

Additional file 3: Table S2. List of up- and down-regulated differentially expressed genes (DEGs) (|fold change| ≥ 1.5, and *p* value <0.05,) in *RCc3:OsNAC5, 6, 9,* and *10* rice plants. (XLSX 54 kb)

Additional file 4: Table S3. Gene ontology analysis of genes that are up-regulated in *RCc3: OsNAC5, 6, 9,* and *10* transgenic roots. Genes were associated with gene ontology (GO) terms, including Biological Process, Molecular Function, and Cellular components. FDR, False Discovery Rate, *p*-value <0.05 using AgriGO and REVIGO. Main enriched processes are presented for each of RCc3:OsNAC5, 6, 9, and 10. (XLSX 15 kb)

Additional file 5: Table S4. List of genes associated with gene ontologies, including Biological Process, Molecular Function, and Cellular components. (XLSX 152 kb)

Additional file 6: Table S5. ChIP-Seq data obtained by Illumina Hi-Seq 2500 sequencing. (XLSX 16 kb)

Additional file 7: Table S6. Direct target genes of OsNAC5, 6, 9, and 10 identified by merging of chromatin immunoprecipitation (ChIP)-Seq and RNA-Seq data sets. Each color showed that Log2 ratio ≥ 1.0 in ChIP, and f.c. (fold change) ≥ 1.5, p-value <0.05 in RNA-seq, and red, sky blue, light green, and purple mean OsNAC5, OsNAC6, OsNAC9, and OsNAC10, respectively. 975 sheet means a total of 975 genomic loci, including 460 promoters, 11 5’ UTR, 211 exons, 116 introns, 148 TTs, and 28 3’ UTRs, and 460 sheet means 460 promoters that were enriched in at least one of the OsNACs. Distance to TSS, the distance between the nearest TSS and the center of the peak/region. (XLSX 1228 kb)

Additional file 8: Figure S1. Singular enrichment analysis was performed using AgriGO (http://bioinfo.cau.edu.cn/agriGO/) to identify enriched gene ontologies up-regulated in OsNAC transgenic rice plants. a. OsNAC5, b. OsNAC6, c. OsNAC9, d. OsNAC10. (TIFF 4245 kb)

Additional file 9: Table S7. Integration of RNA-Seq and chromatin immunoprecipitation (ChIP)-Seq data sets. (XLSX 36 kb)

## Abbreviations

ChIP-Seq: chromatin immunoprecipitation sequencing
qRT-PCR: quantitative reverse transcribed polymerase chain reaction
RNA-Seq: RNA sequencing

How the deposited data were processed for this re-analysis (not part of the article)

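ChIP-Seq of rice roots was analysed for OsNAC6. There was 1 library for each condition, namely NT total input, NT anti-MYC and RCc3:6MYC-OsNAC6 anti-MYC, and only the OsNAC6 sample had a processed file among the files analysed here. That file also carried values of the NT total input library and of an anti-Pol2 library of the OsNAC6 line. The paper and its supplementary text describe no anti-Pol2 library, although row names of Table S6 contain the term.

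The authors sequenced the libraries with reads of 101 bp, trimmed them, aligned them to IRGSP-1.0 and called and annotated enriched regions. The aligner and the peak caller are not named in the paper, its supplementary tables or the sample labels. The column layout is that of HOMER. The deposited peak score is given in tags normalized to 10000000 tags in the library. The deposited focus ratio is a fraction and was not used further. The authors gave a read count for each library only at 119 places where an anti-MYC and an anti-Pol2 region overlap. The deposited RPM values at the same places are these counts normalized to the library total. Positions in the deposited list start from 0 and were written here starting from 1.

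From these values, library totals were computed as count divided by RPM, which gave 13228546 reads for NT total input, 7701590 for OsNAC6 anti-MYC and 6879085 for anti-Pol2. A value of 3 reads was taken as the smallest that the depth can show. Regions were counted by the annotation of the authors, and shares were given with 95% Wilson intervals. Log2 ratios were taken between OsNAC6 and NT total input RPM without a pseudocount, with exact 95% intervals from the binomial distribution. The exact binomial test was one-sided, with Benjamini-Hochberg adjustment over the 119 places at 0.05. Genes of Table S2, Table S7 and Table 1 were matched by gene ID to the gene in the annotation of a region or, for intergenic regions, to the gene with the nearest TSS. Up- and down-regulated genes were compared with Fisher's exact test. The script for the binomial test was tested on simulated data with 1000 regions, of which 200 were enriched 4-fold. It recovered 99.5% of the enriched regions, and 3.9% of the regions it called were false. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and bedtools 2.31.1 were used.

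Some steps departed from the design written before the files arrived. The design named NT anti-MYC as the control, and NT total input was used because its values were the only NT values in the file. Ratios were available at 119 places only, so the comparison of up- and down-regulated genes was made with regions of any ratio, since no gene of either group had a promoter or 5' UTR region with a ratio. The OsABI5 ratio was taken from the RPM values of Table S6. The tests of the CACG core and of GC content against neighbouring windows were not run, because no reference genome was given. In their place, anti-MYC regions were compared with anti-Pol2 regions over the central 156 bp, a comparison chosen after seeing the data.

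Genes named in the text were chosen by a rule written before the files arrived. They are OsABI5, the 4 OsNAC genes, each gene that the paper names by locus in its results and discussion and that has an OsNAC6 region in the list or an OsNAC6 mark in Table 1, and the 5 promoter or 5' UTR regions with the largest log2 ratio among those with at least 10 OsNAC6 reads. Other genes named by locus in the same sentences are mentioned only as having no region. Of the 4 OsNAC genes, none had an anti-MYC region. Alternatives covered the peak score, a promoter of 2000 bp, pseudocounts of 0.5 and 1 RPM, the ratio threshold and the test. Permutation tests used 100000 permutations. The Mantel-Haenszel odds ratio was tested with labels permuted within each 5% bin of GC content. Table S6 could be read in part, with 464 loci.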

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

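The OsNAC6 list contained 7640 regions named after an anti-Pol2 library of the same line, which the text of the paper does not report on. At the 119 places where an anti-MYC and an anti-Pol2 region overlapped, the median log2 ratio of anti-Pol2 RPM to NT total input RPM was 2.43, above the control level of 0, and the median for anti-MYC was 2.00. The overlap itself was weighed against several explanations. Random placement was tested with 1000 circular shifts of the anti-Pol2 regions along each chromosome, which gave a mean of 75.4 overlaps and at most 101, so none reached 119. The overlap was 1.58 times the mean of the shifts. Unusually high input signal would have given a median ratio below 1, and it was 2.00. That prediction was written after the ratio had been seen, and since these regions had been called as enriched, the ratio is weak evidence against high input signal. Repeats were tested by the share of soft-masked bases, which was 36.5% at the overlapping and 37.6% at the other anti-MYC regions, a difference of -1.10 points (permutation test, one-sided, p = 0.602). An excess of promoters was tested after its counts had been seen, and the odds ratio of promoter-TSS was 0.907 (Fisher's exact test, p = 0.742). Signal common to any immunoprecipitation of this chromatin could produce such an overlap and was not tested, because no values of the NT anti-MYC library were at hand, so the overlap cannot be told apart from it. The predictions on random placement and repeats were written before their results. No biological explanation was tested.

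The promoter of RCc3 (Os02g0662000), the promoter that drives the transgene, held an anti-MYC region on chromosome 2 from 26804753 to 26804952, with 92 OsNAC6 reads against 30 NT total input reads and a log2 ratio of 2.40. The paper does not report it. Because the transgenic line carries extra copies of the 1.3 kb promoter, reads from the transgene could raise this region without any binding. By position, all 3 regions of either antibody within 10 kb of the TSS lay inside the 1.3 kb upstream of it and 0 lay outside. The 3 include the anti-MYC region itself and the anti-Pol2 region that overlaps it. Only the remaining anti-Pol2 region, 1026 bp upstream of the TSS, and the absence of others bear on the test, so it is weak evidence. By rank, extra copies were predicted to place the region among the 6 largest ratios for both antibodies, and it ranked 28 for anti-MYC and 76 for anti-Pol2. By reads in place of ratios, its 92 OsNAC6 reads were the most of the 119 places with counts. Its peak score of 42.2 was the highest among them. Its 69 anti-Pol2 reads were below the highest value of 142. Both predictions were written after the region and the highest ratio of all places had been noticed. The test by position goes weakly with extra copies of the promoter in the transgene, and so do the OsNAC6 reads. The test by rank of the ratios cannot decide, because the number of extra copies is not given and all 119 places had been called as enriched beforehand. The explanation remains open. Binding of OsNAC6 at the native promoter was not separated from it.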

How the results depend on the processing

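The alternatives below were set before the processed files arrived, except where a sentence says otherwise. Of the 51 values recomputed under an alternative, 30 moved and 21 stayed the same. Few results kept their reading under every alternative that could be computed. The count of places past the binomial test ran from 89 to 119, within 1.5 times. All 119 places had been called as enriched beforehand, and each had at least 25 OsNAC6 reads. The alternative of at least 10 reads in both libraries together could therefore not change the count. The odds ratio of promoter binding in up- against down-regulated genes stayed above 1 without reaching significance. It fell from 3.32 to 1.21 with the promoter taken as 2000 bp upstream to the TSS. It could not be computed with a log2 ratio of at least 1 or past the binomial test. The other results each moved under at least 1 alternative.

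With peak scores at or above the median there were 5214 enriched and 2766 non-intergenic regions, and the genic share was 53.0%. With the promoter taken as 2000 bp upstream to the TSS, the genic share was 60.1% and the promoter share 30.0%. With a log2 ratio of at least 1, there were 56 non-intergenic regions, 24 promoter-bound genes, and 0 genes of Table S7 and 0 of Table 1, with a genic share of 48.7% (95% Wilson interval 39.8 to 57.7%) and a promoter share of 20.9% (14.4 to 29.2%), whose intervals hold the main values. The main genic share of 50.8% was larger than the intergenic share, and with this alternative the intergenic share of 51.3% was the larger. Among regions past the binomial test there were 25 promoter-bound genes, and 0 genes of Table S7 and 0 of Table 1. These alternatives keep only the 119 places with read counts, so the small counts follow from the file. With any region annotated to the gene, 74 genes of Table S7 and 30 of Table 1 had a region.

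A threshold of log2 ratio 2 left 61 places. Ratios centred on the median region left 8 places and gave OsABI5 a log2 ratio of 0.60, below the threshold of 1 that its main ratio of 2.60 passes. Centring takes the typical place as not enriched, and all of these places were called as enriched regions beforehand.

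Other alternatives were chosen after seeing the data. With anti-MYC and anti-Pol2 regions together there were 17876 enriched and 9734 non-intergenic regions and 20 genes of Table 1, with a genic share of 54.5% and a promoter share of 24.1%. Adding the 2000 bp promoter to these gave 11420 non-intergenic regions and shares of 63.9% and 31.4%. With features without a RAP gene ID counted as intergenic, the genic share was 34.4%, smaller than the intergenic share of 65.6%, and the promoter share was 11.0%. The distance alternative can also be read as adding intergenic regions within 2000 bp upstream to the annotated promoters. This reading was seen first, and gave a promoter share of 31.9%, 52 genes of Table S7 and 19 of Table 1.

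Annotation on a reference genome and the alternatives for the CACG core and GC content were not run, because no reference was given. Up- against down-regulated genes could not be compared past the binomial test, with 0 genes in either group. The depth limits single ratios, as the exact 95% interval of OsABI5 ran from 1.75 to 3.54. The replicate block was not run because each condition had 1 library.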

Differences from the paper's values

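The paper states 19637 enriched regions for OsNAC6, and the anti-MYC regions in the list numbered 10236. None of the alternatives set before the files arrived closed the gap. Anti-MYC and anti-Pol2 regions together numbered 17876, within 1.5 times of the paper's value, a setting chosen after seeing the values. For regions outside the intergenic class the paper's value is 13994, against 5205 here and 6149 with the 2000 bp promoter, and none of the alternatives set before the files arrived closed the gap. With both kinds of region together, chosen after seeing the values, there were 9734, or 11420 with the 2000 bp promoter, each within 1.5 times.

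The paper's intergenic share is 28%, over all 4 OsNAC proteins. Its counts for OsNAC6 alone, 13994 of 19637 regions outside the intergenic class, leave a similar share. In the list analysed here the intergenic share for OsNAC6 was 49.2%. The paper describes intergenic regions as beyond 10 kb upstream of the TSS, which held for 212 of the intergenic regions here. The class definitions therefore differ, for the shares and for the counts outside the intergenic class. With the promoter taken as 2000 bp upstream to the TSS the intergenic share was 39.9%, within 1.5 times of the paper's value. The other alternatives set before the files arrived did not come within it. With both kinds of region and the 2000 bp promoter, chosen after seeing the values, the intergenic share was 36.1%.

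The paper counts 202 promoter binding loci for OsNAC6, and 38 of the 202 genes so marked in Table S7 had a promoter or 5' UTR region in the list. The alternatives gave between 0 and 74 genes, and none closed the gap, nor did those chosen after seeing the values. The counts rest on unlike criteria. The paper sorted loci by a log2 ratio of at least 1, and 381 of the 464 loci read here were named after anti-Pol2 regions. The count here asks for a region called from the OsNAC6 anti-MYC library.

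In Fig. 4a, read by eye, OsNAC6 has about 5600 intergenic regions, and the 5031 anti-MYC regions here were within 1.5 times. The figure also shows about 6400 promoter regions, about 3200 exon regions, about 1800 intron regions and about 1900 TTS regions. The list had 2319, 972, 606 and 1097 anti-MYC regions in these classes. The 2000 bp promoter gave 3071 promoter regions, which did not close the gap. With both kinds of region together, chosen after seeing the values, there were 4317 promoter, 1310 intron and 2070 TTS regions, each within 1.5 times. The 1640 exon regions were not within it. The 8142 intergenic regions were, but they lay further from the figure than the 5031 anti-MYC regions. Counting features without a RAP gene ID as intergenic, also chosen after seeing the values, gave 3520 regions outside the intergenic class and an intergenic share of 65.6%, and closed neither gap.

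Table 1 marks SWEET14, SWEET15, OsPEZ1, Os06g0494400 and Os03g0751600 as bound by OsNAC6. The number of OsNAC6 anti-MYC regions annotated to these genes or nearest to their TSS was 0. As for the 202 genes, the marks and the called regions are unlike criteria.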

Other observations

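The loci of Table S6 carry names of the regions they came from. Table S6 was readable only in part, so the counts below are for that part. Of the 464 loci read here, 381 were named after anti-Pol2 regions of the OsNAC lines and 83 after OsNAC6 anti-MYC regions. All 83 of the latter had an OsNAC6 log2 ratio of at least 1 by the paper's values, with a median of 2.31. The medians of the loci named after anti-Pol2 regions were 1.23 for OsNAC5, 1.27 for OsNAC6, 1.01 for OsNAC9 and 1.15 for OsNAC10. Table S6 calls 13 loci promoter that the OsNAC6 list annotates as intergenic. Of the intergenic anti-MYC regions in the list, 212 lay more than 10 kb upstream of the nearest TSS.

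Of the 288 loci in Table S6 with an OsNAC6 ratio of at least 1, 194 overlapped no OsNAC6 anti-MYC region. The median number of OsNAC6 reads was 22 at these loci against 43 at the 94 loci with a region, a difference of -21. The median number of NT total input reads was 12 against 15, a difference of -3. Fewer OsNAC6 reads and less NT total input signal had been predicted before the tests, but both tests were void. An anti-MYC region is called only where there are anti-MYC reads, and 83 of the 94 loci with a region were themselves named after anti-MYC regions, so fewer OsNAC6 reads at the other loci followed from how the groups were formed. Because all of these loci have a ratio of at least 1, fewer OsNAC6 reads also limit the NT total input reads. The values are therefore given as a description only. All 83 loci named after OsNAC6 anti-MYC regions overlapped one, so the 194 loci were all named after anti-Pol2 regions of the OsNAC lines. By name, then, none of the 194 came from the OsNAC6 anti-MYC calls. Why no such region was called at them was not settled.

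The highest log2 ratio among the 119 places, 5.45, occurred with 51 OsNAC6 reads and 2 NT total input reads, and the anti-Pol2 ratio there was 5.47. After this was seen, few NT total input reads were considered as the explanation. The 2 NT total input reads were the lowest of all places, while 51 OsNAC6 reads lay between the quartiles of 42.5 and 54.5. The ratio may therefore rest on the low input. The reason for the low input was not tested.

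CACG on either strand, the core of the NAC binding site, was present in 56.8% of the anti-MYC and 50.3% of the anti-Pol2 regions over the central 156 bp (odds ratio 1.30, Fisher's exact test, p = 6.84e-18). This difference had been seen before it was tested, and each prediction for the following tests was written before its own result. Within 5% bins of GC content the Mantel-Haenszel odds ratio was 0.991 (permutation test within bins, p = 0.791). In regions without soft-masked bases the odds ratio was 1.32 (Fisher's exact test, p = 2.88e-12). In 20 dinucleotide shuffles of the anti-Pol2 regions the mean share was 48.81%, and the highest value of 49.45% was below the 50.27% observed. In 20 dinucleotide shuffles of the anti-MYC regions the mean share was 56.17%, with a highest value of 56.82% against 56.77% observed. If OsNAC6 bound at CACG, a higher share was predicted in regions at or above the upper quartile of peak score. It was 52.4% there against 61.8% in regions at or below the lower quartile (odds ratio 0.681, Fisher's exact test, p = 9.66e-13). After this result, a further prediction was written for the same comparison within GC bins, where the odds ratio was 0.835 (permutation test within bins, p = 0.0018). The excess of CACG cannot be told apart from GC content and dinucleotide composition, and the hypothesis that regions with higher scores hold more CACG was not borne out.

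GC content over the same 156 bp was 50.4% (SD 9.8) in the anti-MYC and 46.3% (SD 11.4) in the anti-Pol2 regions, a difference of 4.13 points that was small beside the spread between regions. In regions without soft-masked bases the difference was 4.47 points, so repeats did not account for it, as tested with a prediction written beforehand. The trimmed reads of the OsNAC6 library had 47.59% GC in the paper's Table S5 and those of NT anti-MYC 45.28%, a difference of 2.31 points that had been seen before its prediction was written. A GC bias of the sequenced library may contribute. The GC of the anti-Pol2 reads is not in Table S5, so this was not settled.

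Peak scores were whole multiples of 0.649 in the anti-MYC and 0.727 in the anti-Pol2 regions, and 40.2% of the anti-MYC scores were not multiples of the step that the RPM total gives. A candidate explanation is that read pairs counted as 2 tags in the score. It predicts even read totals, and 12 of the 12 totals in Table S5 were even, which had been seen before the prediction was written. The paper describes single-end reads.

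Table S2 lists the genes up- or down-regulated in all 4 OsNAC lines. Counted as distinct gene IDs, both groups were slightly smaller than the paper states. Of these genes, 2 of 44 up-regulated (4.5%) and 3 of 212 down-regulated (1.4%) had an OsNAC6 anti-MYC region in their promoter or 5' UTR. The odds ratio was 3.32 (Fisher's exact test, p = 0.205). With any region annotated to the gene, 11 and 37 genes had one (odds ratio 1.58, Fisher's exact test, p = 0.288). With the promoter taken as 2000 bp upstream to the TSS, 2 and 8 genes had one (odds ratio 1.21, Fisher's exact test, p = 0.683). A difference between the groups was not detectable with these numbers of genes.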
